# Inhibiting ERK dimerization ameliorates BRAF-driven anaplastic thyroid cancer

**DOI:** 10.1007/s00018-022-04530-9

**Published:** 2022-09-03

**Authors:** Miguel A. Zaballos, Adrián Acuña-Ruiz, Marta Morante, Garcilaso Riesco-Eizaguirre, Piero Crespo, Pilar Santisteban

**Keywords:** Thyroid cancer, DEL-22379, ERK dimerization, BRAF, RAS

## Abstract

**Background:**

RAS-to-ERK signaling is crucial for the onset and progression of advanced thyroid carcinoma, and blocking ERK dimerization provides a therapeutic benefit in several human carcinomas. Here we analyzed the effects of DEL-22379, a relatively specific ERK dimerization inhibitor, on the activation of the RAS-to-ERK signaling cascade and on tumor-related processes in vitro and in vivo.

**Methods:**

We used a panel of four human anaplastic thyroid carcinoma (ATC) cell lines harboring BRAF or RAS mutations to analyze ERK dynamics and tumor-specific characteristics. We also assessed the impact of DEL-22379 on the transcriptional landscape of ATC cell lines using RNA-sequencing and evaluated its therapeutic efficacy in an orthotopic mouse model of ATC.

**Results:**

DEL-22379 impaired upstream ERK activation in BRAF- but not RAS-mutant cells. Cell viability and metastasis-related processes were attenuated by DEL-22379 treatment, but mostly in BRAF-mutant cells, whereas in vivo tumor growth and dissemination were strongly reduced for BRAF-mutant cells and mildly reduced for RAS-mutant cells. Transcriptomics analyses indicated that DEL-22379 modulated the transcriptional landscape of BRAF- and RAS-mutant cells in opposite directions.

**Conclusions:**

Our findings establish that BRAF- and RAS-mutant thyroid cells respond differentially to DEL-22379, which cannot be explained by the previously described mechanism of action of the inhibitor. Nonetheless, DEL-22379 demonstrated significant anti-tumor effects against BRAF-mutant cells in vivo with an apparent lack of toxicity, making it an interesting candidate for the development of combinatorial treatments. Our data underscore the differences elicited by the specific driver mutation for thyroid cancer onset and progression, which should be considered for experimental and clinical approaches.

**Supplementary Information:**

The online version contains supplementary material available at 10.1007/s00018-022-04530-9.

## Background

The incidence of thyroid cancer has steadily risen in the past 4 decades [1]. Approximately 90% of all carcinomas derived from the thyroid gland originate from the epithelial follicular cells that form thyroid follicles––the structural and functional unit of the thyroid gland [2]. Well-differentiated thyroid carcinoma (WDTC) is the most common type of thyroid cancer and includes papillary thyroid carcinoma (PTC) [3], comprising 80–85% of all thyroid cancer cases, and follicular thyroid carcinoma (FTC) [4], encompassing 10–15%. Both PTC and FTC are indolent carcinomas that retain a differentiated state, and patients generally have a very good prognosis (5-year survival rate > 90%) following treatment, which can include surgical removal of the gland followed by radioiodide administration to eliminate remnant tissue [5]. A small subset of WDTC progresses to undifferentiated and very aggressive carcinoma, which is accompanied by metastatic events and high mortality rates, and for which no effective treatment yet exists. The most aggressive type is anaplastic thyroid carcinoma (ATC) [6], a rare carcinoma (1–2% incidence) with a dismal outcome and mean survival of 6 months from diagnosis. Poorly differentiated thyroid carcinoma (PDTC) [7] is thought to be an intermediate stage between WDTC and ATC, although in terms of aggressiveness and survival it is more similar to ATC [8].

The key genetic events responsible for thyroid cancer are mutations in BRAF and RAS oncogenes, which are components of the RAS-to-ERK signaling pathway. BRAF and RAS mutations are mutually exclusive and either mutation is capable of sustaining thyroid tumorigenesis [9]; however, the initial driver mutation confers very different tumor characteristics. For example, PTC is enriched for BRAF mutations, presents with a papillary morphology and disseminates through lymph nodes, whereas FTC is enriched for RAS mutations, retains a follicular morphology and disseminates through blood vessels. Moreover, both subtypes display different patterns of RNA expression and DNA methylation, and respond differentially to therapeutic approaches [10–12].

BRAF is the most frequently mutated gene in thyroid tumors and has been the target of several clinical trials, including for advanced forms of the disease that are refractory to conventional therapy. While substantial initial responses have been reported, the emergence of resistance to BRAF-targeting drugs is common, leading to reactivation of ERK through different mechanisms and, ultimately, tumor relapse [11]. MEK inhibitors have also been explored as possible therapeutic options in preclinical studies, and were found to restore iodide uptake sufficiently to allow radioiodide treatment, particularly in RAS-mutant-driven thyroid carcinomas [13]. Beyond drug resistance, the high associated toxicity of some systemic drugs limits the dose that can be administered and impacts clinical success [14]. The search for alternative therapies is, therefore, a priority.

ERK forms dimers upon phosphorylation [15], but the physiological implications of ERK dimerization remain obscure. Several studies have used ERK dimerization mutants to address a possible role for ERK dimerization in the nucleo-cytoplasmic shuttling of the protein, with disparate results, from a complete blockade [15] to only delayed [16] ERK nuclear entry. The results of other studies exploring the use of pharmacological inhibitors of ERK dimerization suggest a role for ERK dimers in driving the activation of nuclear or cytoplasmic effectors of the pathway [17]. Recently, Herrero and colleagues identified a water-soluble 3-arylidene-2-oxindole derivative, named DEL-22379, which prevented ERK dimerization with no effect on its phosphorylation [18]. Under conditions of dimerization inhibition, ERK retained the ability to promote activation of nuclear but not cytoplasmic effectors, and DEL-22379 prevented tumor growth in a colorectal patient-derived xenograft mouse model. Importantly, the toxicity associated with the drug was negligible, and the treated cells showed no sign of drug resistance mechanisms common with other inhibitors of this pathway [18]. The Herrero study illustrates two appealing concepts in the search for alternative therapeutic approaches: (i) targeting regulatory protein–protein interactions is a viable option; and (ii) nuclear and cytoplasmic ERK-dependent signaling can be independently targeted.

Given the critical importance of the RAS-ERK pathway for thyroid cancer onset and progression, we aimed to study ERK dimerization dynamics and to analyze the therapeutic effects of DEL-22379 on thyroid carcinogenesis in vitro and in vivo.

## Materials and methods

### Cell culture

The cell lines 8505c and CAL62 were obtained from the Leibniz-Institut DSMZ-German Collection of Microorganism and Cell Cultures, HTH83 cells were donated by Dr. N. E. Heldin (University of Uppsala, Sweden), and the OCUT2 cell line was obtained from Dr. J. Fagin (Memorial Sloan-Kettering Cancer Center, New York). Also, MDCK-hNIS cells were donated by Dr. N. Carrasco (Vanderbilt University, Nashville), and HEK293T and A375P were from Dr. Piero Crespo’s laboratory collection. Cells were authenticated every 6 months by short tandem repeat profiling at the Genomic Facility, Instituto de Investigaciones Biomédicas (Madrid, Spain). Cell lines were used up to passage 10 and were routinely tested for *Mycoplasma* contamination. All cells were grown in Dulbecco's Modified Eagle’s Medium (DMEM) with 10% fetal bovine serum (FBS) (both from ThermoFisher Scientific, Rockford, IL), which was replenished every 2–3 days unless stated otherwise. Epidermal growth factor (EGF; PeproTech, Rocky Hill, NJ) was used at concentrations ranging from 0.1 to 100 ng/ml. The MAPK/MEK inhibitor U0126 (LC Laboratories, Woburn, MA) was dissolved in DMSO and used at a final concentration of 10 µM. DEL-22379 was purchased from Vichem Chemie Research Ltd. (Budapest, Hungary) and was dissolved in DMSO and used at concentrations ranging from 1 to 10 µM.

### Western blotting

Protein extracts were collected in lysis buffer containing 1% NP-40 for native conditions and in RIPA buffer for reducing conditions. Protein concentration was calculated using Bradford’s method [19]. ERK dimerization was evaluated by native-polyacrylamide gel electrophoresis (PAGE), as described [20], whereas SDS-PAGE was used to separate proteins under reducing conditions. In all cases, gels were transferred onto PVDF membranes and blocked with 5% w/v nonfat dry milk in phosphate-buffered saline (PBS) containing 0.1% Tween (blocking buffer). Primary antibodies were diluted in blocking buffer and membranes were incubated at 4 ºC overnight followed by incubation at room temperature for 1 h with the corresponding horseradish peroxidase-conjugated secondary antibody. Immunoreactive bands were visualized with the Enhanced Chemiluminescence Western Blotting Substrate (ThermoFisher Scientific) and detected by autoradiography.

The following primary antibodies were purchased from Santa Cruz Biotechnology (Dallas, TX): ERK2, p^S218/S222^MEK1/2, FOS, JUN, fibronectin, cadherin-2, vimentin, catenin-β1, vinculin, and HA-Tag. The antibodies p^S380^RSK and pp^Thr202/Tyr204^ERK1/2 were purchased from Cell Signaling Technology (Danvers, MA).

### Plasmids and transfections

Cells were transfected with 1 µg HA-ERK2^WT^, HA-ERK2^HL^ or pCEFL (backbone vector) using Lipofectamine 2000 (Invitrogen, Waltham, MA). Twenty-four-hour medium was replaced by a starvation medium (0.2% FBS) for an overnight period, and cells were then pre-treated with 10 µM DEL-22379 or 10 µM U0126 for 30 min, followed by stimulation with 100 ng/ml EGF for 5 min. Plasmids have been described previously [21].

### Reverse transcription-polymerase chain reaction

Total RNA was isolated by TRIzol® (Invitrogen). Equal amounts of RNA were reverse transcribed using a reverse-transcriptase reaction mix (M-MuLV, Promega, Madison, WI). Real-time PCR was performed on the Mx3000 platform (Agilent Technologies Inc., Santa Clara, CA) using the KAPA SYBR FAST qPCR Master Mix (Sigma-Aldrich, St. Louis, MO). mRNA levels were calculated by the 2^–ΔΔCt^ method. Primer sequences are included in Table S1 as Additional File 1.

### Cell viability

Cell viability was measured by live-cell reduction of a tetrazolium dye using the XTT Cell Proliferation Assay Kit (Canvax Biotech, Córdoba, Spain). Cells were seeded into 96-well plates (5000–7500 cells per well) in DMEM/10% FBS. The next day some wells were processed and considered as time 0. After this, the culture medium was replenished every 24 h with the same medium containing 0.1% DMSO (vehicle control) or DEL-22379 (1 µM). Cell plates were processed every 24 h to measure cell viability, which was quantified using a spectrophotometer at a wavelength of 450 nm. Results are expressed as the relative fold-change of the mean (standard deviation [SD]) of three independent experiments performed in sextuplicate.

### 5-bromo-2′-deoxyuridine incorporation assay

Cells were seeded and grown as explained above for the cell viability analysis. The culture medium was replenished every 24 h with the same medium containing 0.1% DMSO (vehicle control), 1 µM DEL-22379 (D1), 5 µM DEL-22379 (D5), or 10 µM U0126. Cells were collected after 72 h for 5-bromo-2′-deoxyuridine (BrdU) incorporation measurements using the Cell Proliferation ELISA, BrdU (chemiluminescent) kit from Roche (Basel, Switzerland). Results are expressed as the relative fold-change of the mean (SD) of three independent experiments performed in quintuplicate.

### Apoptosis

Cells were classified as viable, dead or early apoptotic using a membrane permeability/dead cell apoptosis kit with YO-PRO-1® and propidium iodide for flow cytometry (Invitrogen). In total, 1.5 × 10^6^ cells were seeded into 10-cm cell plates in DMEM with 10% FBS. The next day, the culture medium was replenished with the same medium containing 0.1% DMSO (vehicle control), DEL-22379 (1 or 10 µM) or U0126 (10 µM). After 24 h, cells were recovered with trypsin and processed for flow cytometry analysis. Results are expressed as the percentage of the mean (SD) of the number of viable, apoptotic and dead cells from 3 independent experiments.

### Immunofluorescence

A total of 2 × 10^5^ cells were seeded into each well of a 6-cm plate containing coverslips, in DMEM with 10% FBS. On the next day, the culture medium was replenished every 24 h with the same medium containing 0.1% DMSO (vehicle control), DEL-22379 (1 µM) or U0126 (10 µM). After 48 h, coverslips were fixed in 4% paraformaldehyde (PFA), blocked in 0.1% Tween/PBS with 3% bovine serum albumin (BSA) for 1 h, incubated with primary antibodies for 1 h, washed 3 times in 0.1% Tween/PBS, and then incubated with fluorophore-conjugated secondary antibodies and rhodamine-conjugated phalloidin for 1 h. Coverslips were washed 3 times in 0.1% Tween/PBS, with the last wash containing 1:5000 4′,6-diamidino-2-phenylindole (DAPI) for nuclear staining. Coverslips were then mounted on ProLong™ Diamond Antifade Mountant (Invitrogen) and analyzed with an LSM710 confocal microscope (Carl-Zeiss AG, Oberkochen, Germany) using a 63 × objective. Images were analyzed with ImageJ software (NIH, Bethesda, MD). As intensity was not considered in this analysis, brightness and contrast were adjusted to provide clear visualization. A 20-µm scale bar is included in all images. A representative image from at least 3 independent experiments is shown.

### Adhesion

Cells were seeded into 96-well plates pre-coated with Geltrex™ (Thermo Fisher Scientific), a reduced growth factor basement membrane matrix. Coated wells were first washed twice with DMEM containing 0.1% BSA (washing buffer) and then blocked with DMEM containing 0.5% BSA (blocking buffer) for 1 h at 37ºC in a cell incubator. Plates were finally washed with washing buffer. Trypsinized cells were incubated in suspension with DMEM and 10% FBS containing 0.1% DMSO (vehicle control), DEL-22379 (1, 5 or 10 µM) or U0126 (10 µM). Then, 5 × 10^3^ (8505c, OCUT2 and HTH83) or 1 × 10^4^ (CAL62) cells per well were seeded into plates and allowed to adhere for 30 and 45 min or for 20 and 45 min, respectively. Plates were washed twice with cold PBS, fixed for 10 min with 4% PFA, washed and stained with a 2% ethanol solution of 5 mg/ml crystal violet for 10 min at room temperature, washed thoroughly with distilled water, and allowed to air-dry completely. Finally, 2% SDS was added for 30 min at room temperature and the optical density (500 nm) was quantified in a spectrophotometer. Three independent experiments in quintuplicate were performed. Results are expressed as mean (SD) relative to control (DMSO).

### Matrigel-invasion assay

The invasion capacity of cells was determined using Corning® BioCoat™ Matrigel® Invasion Chambers (Corning, New York, NY). Cells were seeded at sub-confluence in 6-well plates in DMEM with 10% FBS. The next day, the culture medium was replaced with DMEM containing 0.2% BSA for 24 h. Subsequently, DMSO (vehicle control), DEL-22379 (1 or 2.5 µM) or U0126 (10 µM) were added for 30 min. Cells were recovered with trypsin and 5 × 10^4^ (8505c, CAL62, HTH83) or 2.5 U0126 10^4^ (OCUT2) cells were seeded in DMEM with 0.2% BSA, containing the inhibitors or vehicle control, into the upper chamber of 24-well plates included in the kit. Cells were allowed to invade through an 8-µm pore-size PET membrane (covered with a thin Matrigel® layer) for 24 h, using 20% FBS in DMEM as a chemoattractant in the lower chamber of the wells. Non-invasive cells were removed, membranes were fixed in 4% PFA, stained with a crystal violet solution, and photographed under a phase-contrast microscope at 20 × magnification. The number of invasive cells was estimated using ImageJ. Data represent the relative mean (SD) of the number of invasive cells, obtained from 4-fields per chamber, from 3 independent experiments performed in duplicate.

### Time lapse-wound healing assay

Cells were seeded into 12-well plates at 90% confluence in DMEM with 10% FBS. After an overnight period in DMEM with 0.2% BSA (100% confluence), mitomycin C (10 µg/ml; Sigma-Aldrich) was added for 2 h to halt cell proliferation. Subsequently, the cell monolayer was scratched to create a cell-free gap of consistent width, and plates were washed twice with PBS to eliminate cellular remnants. Cells were then cultured in DMEM with 10% FBS containing DMSO (vehicle control), DEL-22379 (1 or 2.5 µM) or U0126 (10 µM), and wound closure was monitored for 24 h in a live-cell microscope (Cell Observer, Carl-Zeiss AG). Wound areas were quantified at times 0 and 20 h using ImageJ and migration rates were estimated by subtracting the cell-free area from time-20 h to time-0. The migration rate relative to the vehicle control was expressed as the mean (SD) of three independent experiments performed in duplicate.

### Stranded mRNA library preparation and sequencing

RNA was extracted using the PureLink™ RNA Mini Kit (ThermoFisher Scientific) from 8505c or CAL62 cells grown for 24 h in the presence of 10% FBS plus DMSO (vehicle), DEL-22379 (1 or 10 µM), or U0126 (10 µM) in two biological replicates. Total RNA was assayed for quantity and quality using the Qubit RNA BR Assay Kit on the Qubit 2.0 Fluorometer (Life Technologies, Carlsbad, CA) and the RNA 6000 Nano Assay on a Bioanalyzer 2100 (Agilent). RNA-Seq libraries were prepared using the TruSeq Stranded mRNA LT Sample Prep Kit protocol (Illumina Inc., San Diego, CA). Libraries were sequenced on a NovaSeq 6000 platform (Illumina) with a read length of 2 × 51 bp following the manufacturer’s protocol for dual indexing. Image analysis, base calling and quality scoring of the runs were processed using the manufacturer’s software Real-Time Analysis (RTA v3.4.4) and was followed by the generation of FASTQ sequence files.

Gene enrichment analysis was performed with g:Profiler (https://biit.cs.ut.ee/gprofiler/gost) using GO molecular function (MF), cellular component (CC) and biological process (BP) as data sources.

### Immunohistochemistry

Mouse thyroid tumor biopsies were fixed in 4% PFA for 16 h, embedded in paraffin and cut into 3-µm sections. Tissue slides were deparaffinized and heated to expose antigens using the Real Target Retrieval Solution containing pH 6.0 citrate buffer (Dako, Glostrup, Denmark). Samples were immunostained using an antibody to Ki67 (Abcam, Cambridge, UK) or to pERK1/2 (Invitrogen) with the REAL™ EnVision™ Detection System, Peroxidase/DAB + (Dako) and then counterstained with hematoxylin.

The nuclear Ki67-positive cell ratio was expressed in a violin plot as the median and quartiles of 3–5 fields per sample (8505c: Control group, *N* = 8; DEL-22379 group, *N* = 9. CAL62: Control group, *N* = 14; DEL-22379 group, *N* = 11), at 20 × using ImageJ.

For evaluation of pERK1/2 protein levels, a histoscore (H-score) was calculated by semi-quantitative assessment of the intensity and percentage of positive cells. Staining intensity was graded as follows: 0, no staining; 1, weak; 2, moderate; and strong staining, 3. The percentage of positive cells was divided into four grades: 1, 0–25% staining; 2, 26–50% staining; 3, 51–75% staining; and 4, 76–100% staining. The H-score was expressed as the mean (SD) of 3–5 fields at 20 × magnification.

### In vivo tumor progression and tumor size

The CMV-Firefly Luc-IRES-EGFP vector was provided by Dr J. Blanco (IQAC-CSIC, Barcelona, Spain), and CAL62 cells stably expressing the vector (CAL62-LUC) were generated by Dr E. Mato (IIB-UAB, Sant Pau, Spain).

The vector encoding LUC-mCherry (pCDH-EF1a-eFFly-mCherry; Addgene plasmid #104833) was a kind gift from Dr A. Cano (UAM, Madrid, Spain). Lentivirus production and cell infection were performed as described [22]. At 48 h following infection, 8505c cells expressing LUC-mCherry were sorted using a FACSVantage SE Flow Cytometer (Becton Dickinson) at the Universidad Autónoma de Madrid.

To analyze the effects of DEL-22379 on in vivo tumor progression, we used an orthotopic mouse model of ATC. A total of 5 × 10^4^ 8505c or CAL62 cells, expressing luciferase, were injected into the right lobe of the thyroid of immunocompromised nude mice. Tumor formation was monitored weekly by measuring luciferase activity for 30 s in an IVIS® Lumina II In Vivo Imaging System (Perkin Elmer, Walthan, MA) 10 min after subcutaneous injection of 4 mg d-luciferin (Promega).

Primary tumors could be clearly detected 1 week after cell inoculation and the luminescent signal elicited was considered as time 0. Tumor engraftment achievement was 80% for 8505c cells and 93% for CAL62 cells. Animals were separated into 2 groups with similar luminescent signals and mice were treated with vehicle or DEL-22379 (15 mg/kg) by intraperitoneal injection every 12 h. During the course of the experiment, two mice from the 8505c/DEL-22379 group were excluded because of the incorrect location of the tumor in one case and chronic priapism (leading to euthanasia) in the other case. The signal elicited by tumor cells was analyzed weekly using in vivo imaging, and is expressed as the relative mean (standard error of mean, SEM) of the radiance (p/sec/cm^2^/sr) fold-change: 8505c: Control group, *N* = 12; DEL-22379 group, *N* = 10. CAL62: Control group, *N* = 14; DEL-22379 group, *N* = 14.

Final tumor volume was determined ex vivo by measuring height (*H*) and width (*W*) with a caliper, and applying the formula *V* = (*H* × *W* × *W*)/2. Results are depicted in a violin plot, showing median and quartiles.

The presence of lung metastases was determined ex vivo by subcutaneous injection of 4 mg of d-luciferin 10 min before euthanasia: (8505c: Control group, *N* = 12; DEL-22379 group, *N* = 10. CAL62: Control group, *N* = 14; DEL-22379 group, *N* = 13).

### Statistical analysis

Two-way ANOVA was used in cell viability and in vivo tumor growth assays; and a two-tailed Student’s paired *t* test or unpaired *t* test was used, respectively, for cell lines and mouse-group comparisons. Differences were considered significant at (*)*p* = 0.05–0.01, (**)*p* = 0.01–0.001 and (***)*p* < 0.001.

## Results

### Impairment of ERK dimerization by DEL-22379 in thyroid tumor cells is dependent on the oncogenic driver

The 3-arylidene-2-oxindole derivative DEL-22379 has been previously described as an inhibitor of ERK dimerization, with no effect on ERK phosphorylation [18]. To examine the potential effects of the inhibitor on human ATC-derived cell lines on the basis of the initial driver mutation, we chose two cells carrying the BRAF^V600E^ mutation (8505c and OCUT2) and two cell lines with K-RAS^G12R^ or H-RAS^Q61R^ mutations (CAL62 and HTH83, respectively).

We first monitored ERK dimer formation in cells treated with DEL-22379 or with the MEK inhibitor U0126, using the same concentrations and exposure times as previously described [18]. Cells were deprived of serum and growth factors overnight before being treated for 30 min with 10 µM DEL-22379, 10 µM U0126 or vehicle (DMSO) and then subsequently stimulated with 100 ng/ml EGF for 5 min. ERK dimer formation was analyzed by native gel electrophoresis, which separates ERK dimers from monomers based on migration, as described [18].

We detected ERK dimerization in BRAF-mutant cells in response to EGF, and this was prevented by pre-treatment of cells with DEL-22379 or U0126 (Fig. 1A, left panels). By contrast, pre-treatment with DEL-22379 but not U0126 failed to impair ERK dimerization in EGF-treated RAS-mutant cells (Fig. 1A, right panels). The lack of effect of DEL-22379 on EGF-treated RAS-mutant cells was not due to the concentration of EGF used to activate ERK, as an EGF dose closer to physiological levels (10 ng/ml) resulted in a high degree of ERK dimerization in both 8505c and CAL62 cell lines (Additional File 2A). The dose of the inhibitor required to impair ERK dimerization in 8505c cells was substantially lower at these lower EGF doses; nevertheless, CAL62 cells remained insensitive to the inhibitor at all doses tested (Additional File 2B).

**Fig. 1:**
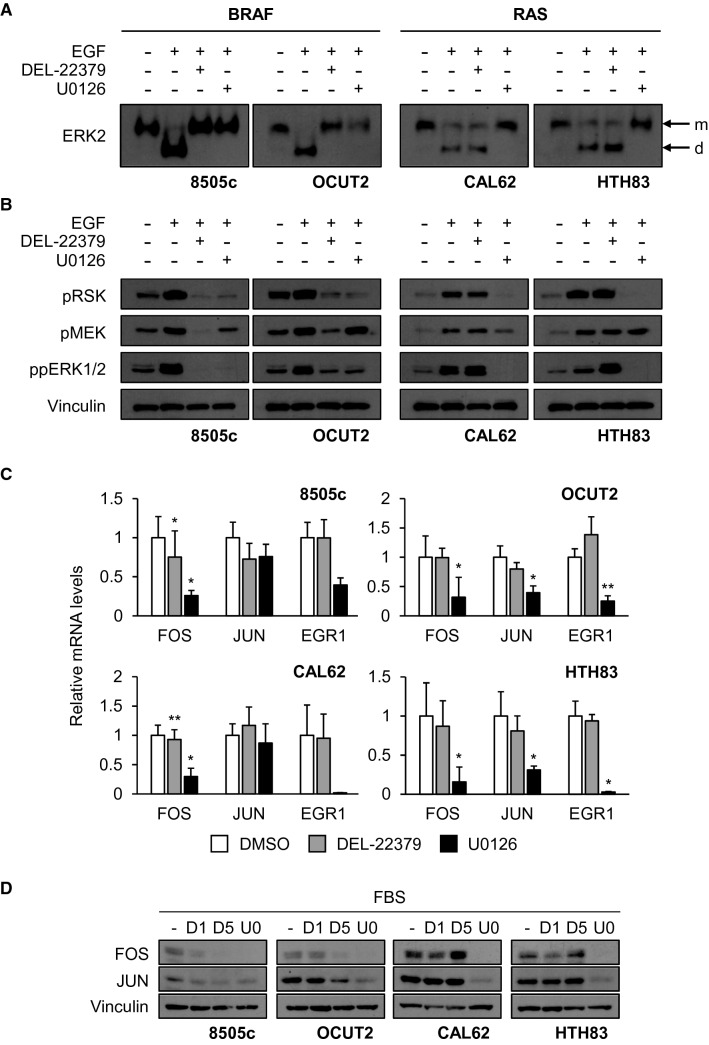
Impact of DEL-22379 and U0126 on ERK dimerization and signaling in thyroid tumor BRAF- and RAS-mutant cells. 8505c and OCUT2 cells carry BRAF^V600E^ mutations and CAL62 and HTH83 cells carry K-, and H-RAS mutations, respectively. Western blot assays are representative from 3 independent experiments. **A** Native western blot assay of cells pre-treated for 30 min with 10 µM DEL-22379, 10 µM U0126 or vehicle before stimulation for 5 min with 100 ng/ml EGF. For ERK2 protein analysis, the upper band in the gels corresponds to the monomeric (m) form and the lower band to the dimeric (d) form. **B** Protein extracts from (**A**) were separated in a SDS-PAGE western blot assay. p^T202/Y204^ERK1/2 was detected to monitor ERK activation, p^S380^RSK was detected to monitor ERK cytoplasmic activity, p^S218/S222^MEK1/2 was detected to show upstream activation of the pathway and vinculin was used as a loading control. **C** mRNA levels of the ERK nuclear effectors *FOS*, *JUN* and *EGR1* after 48 h in the presence of 10% FBS plus 1 µM DEL-22379, 10 µM U0126 or vehicle (DMSO), estimated by RT-qPCR. Results are expressed as mean (SD) of at least 3 independent experiments. Statistical significance of differences elicited by treatments compared with a vehicle was calculated using a two-tailed t-test: (*)*p* = 0.05–0.01, (**)*p* = 0.01–0.001. **D** Representative western blot of three independent experiments showing FOS and JUN protein levels after 48 h in the presence of 10% FBS plus DMSO (−), 1 µM DEL-22379 (D1), 5 µM DEL-22379 (D5) or 10 µM U0126 (U0). Vinculin is shown as a loading control

Overall our data suggest that, in contrast to what has been reported in other tumor types [18], DEL-22379 is functional only in thyroid tumor cells harboring BRAF mutations.

### Impact of DEL-22379 on ERK phosphorylation and activation of downstream effectors is dependent on the oncogenic driver in thyroid tumor cells

ERK phosphorylation is a pre-requisite for its dimerization and, accordingly, inhibition of MEK activity prevents ERK dimerization. DEL-22379 was previously described to have no effect on ERK phosphorylation [18]. Because dimerization is needed to connect ERK scaffolds to cognate cytoplasmic substrates [21], DEL-22379 impairs the activation of ERK cytoplasmic effectors, such as RSK, but not that of nuclear effectors, which associate with ERK monomers. To test this mechanism in thyroid tumor cells, we repeated the preceding study and examined ERK phosphorylation using western blotting.

Unexpectedly, DEL-22379 impaired both ERK and RSK phosphorylation in response to short-term EGF treatment in BRAF-mutant cells, but not in RAS-mutant cells (Fig. 1B). In addition, phosphorylation of MEK, the upstream activator of ERK, was blocked by the inhibitor to the same extent as that observed for ERK (Fig. 1B).

These results parallel the findings of the drug on ERK dimerization, overall indicating that the evident reduction or enhancement of ERK dimerization is linked to the loss or gain of ERK phosphorylation, and demonstrating that the inhibitory effect of DEL-22379 in BRAF-mutant thyroid cells occurs upstream in the pathway.

To further clarify whether DEL-22379 acts on ERK phosphorylation or dimerization, 8505c cells were transfected with wild-type ERK2 (ERK2^WT^) or an ERK2-dimerization-deficient mutant (ERK2 H176E, L_4_A; ERK2^HL^ hereafter), previously described [15], which retains phosphorylation by MEK. DEL-22379 treatment impaired ERK2 phosphorylation under every condition tested, unequivocally proving that DEL-22379 actions on ERK dimerization are due to the loss of ERK phosphorylation (Additional File 3A).

These results differ from previous observations [18], and might be explained by the different cellular system used in the present study. To clarify this, we analyzed the effect of DEL-22379 and U0126 on HEK293T and A375P cells, which were previously used to characterize the effects of the drug on ERK dimerization and phosphorylation [18]. DEL-22379 treatment impaired ERK dimerization, with no effects on pERK levels, which were effectively suppressed by MEK inhibition (Additional File 3B).

ERK activates and promotes the expression of several early-response transcription factors in the nucleus, such as FOS, JUN and EGR1 [23]. To analyze the effects of DEL-22379 on ERK-nuclear effectors, we treated cells growing in the presence of 10% FBS with 1 µM DEL-22379, the maximal dose tolerated by mice, or the MEK inhibitor U0126 (10 µM) for 48 h and mRNA levels of the response genes were quantified by RT-qPCR. Results showed that *FOS*, *JUN* and *EGR1* expression decreased to different extents in most of the cell lines upon MEK inhibition (Fig. 1C); however, gene expression was scarcely affected by 1 µM DEL-22379.

To confirm these results at the protein level, we performed western blotting of cell extracts after treatment with increasing concentrations of DEL-22379 or with U0126 (10 µM) for 48 h. Consistent with the gene expression analysis, steady-state levels of FOS and JUN were markedly lower in all U0126-treated cell lines, and were dose-dependently reduced upon DEL-22379 treatment only in BRAF-mutant cells (Fig. 1D). The lower expression of ERK nuclear effectors correlates with the short-term loss of ERK phosphorylation elicited by DEL-22379 pre-treatment, suggesting that this response to the drug is due to ERK inactivation.

### DEL-22379 has minimal effects on thyroid tumor cell viability and apoptosis

Our findings in thyroid tumor cells are different from those reported in melanoma, hepatocellular carcinoma (HCC) and colorectal carcinoma (CRC) cells [18], indicating that the actions of the inhibitor on ERK dimerization likely depend on the cell type.

We next assessed the effects of DEL-22379 on cell viability using an XTT-based reduction assay. BRAF-mutant cell lines stimulated with 10% FBS and pre-treated with 1 µM DEL-22379 showed a significant decrease in cell viability over time, while no significant effect was found for RAS-mutant cell lines (Fig. 2A). A BrdU incorporation assay confirmed this observation. Used at a concentration of 1 µM, DEL-22379 decreased the proliferation only in BRAF-mutant cells, while at a 5 µM concentration growth inhibition was clear in all cell lines (Fig. 2B).

**Fig. 2:**
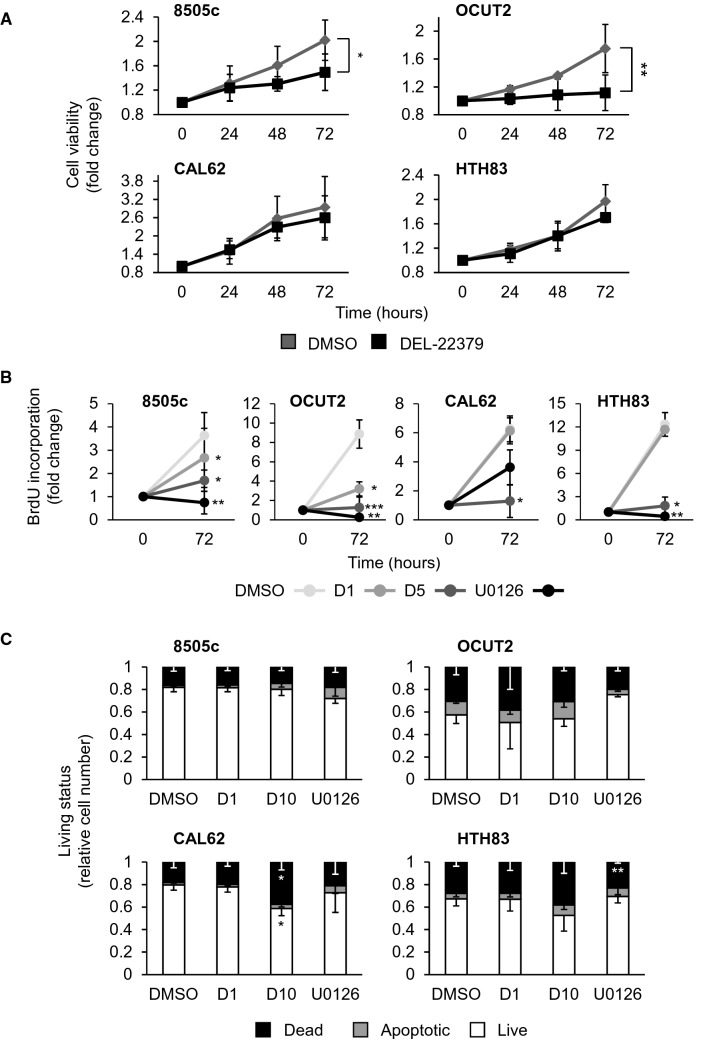
Impact of DEL-22379 on cell viability and apoptosis in thyroid tumor cells. 8505c and OCUT2 cells carry BRAF^V600E^ and CAL62 and HTH83 cells carry K-, and H-RAS mutations, respectively. **A** XTT-reduction cell viability assay showing fold-change of living cells over time: 24, 48 and 72 h (h), in the presence of 10% FBS plus 1 µM DEL-22379 or vehicle (DMSO). Results are expressed as mean (SD) of at least 3 independent experiments. Statistical significance of differences elicited by DEL-22379 was calculated by two-way ANOVA (*)*p* = 0.05–0.01, (**)*p* = 0.01–0.001. **B** BrdU incorporation assay after 72 h of treatment with 1 µM (D1) or 5 µM (D5) DEL-22379, 10 µM U0126 or vehicle (DMSO). Results are expressed as mean (SD) of fold-change and statistical significance of differences compared with a vehicle was calculated by paired *t* test. (*) *p* = 0.05–0.01, (**)*p* = 0.01–0.001, (***) *p* < 0.001. **C** YOPRO-1/PI incorporation assay showing percentage of live, apoptotic and necrotic cells after 24 h in the presence of 10% FBS plus vehicle (DMSO), 1 µM DEL-22379 (D1), 10 µM DEL-22379 (D10) or 10 µM U0126. Results are expressed as the percentage of mean (SD) of cell number. Statistical significance of differences elicited by the treatments compared with a vehicle was calculated using a two-tailed *t* test. (*)*p* = 0.05–0.01, (**)*p* = 0.01–0.001

DEL-22379 was previously shown to trigger apoptosis in melanoma- and CRC-derived cell lines depending on their mutational status, and the cytotoxic effects were more pronounced in BRAF-mutant cells, variable in RAS-mutant cells and negligible in cells wild-type for both oncogenes [18]. To assess the apoptotic action of DEL-22379 on ATC-derived tumor cells, we used flow cytometry to measure plasma membrane integrity by YoPro/PI staining. No significant changes were found in the number of dead and apoptotic BRAF- or RAS-mutant cells in the presence of 1 µM DEL-22379, and a higher concentration of inhibitor (10 µM) decreased cell viability only in RAS-mutant cells (*p* = 0.0626 in HTH83 cells) (Fig. 2C). By contrast, MEK inhibition with U0126 failed to trigger apoptosis in any of the cell lines tested (Fig. 2C).

These results indicate that low doses of DEL-22379 are likely cytostatic in BRAF-mutant cells, and a higher dose is required to promote cytotoxic effects, but only in RAS-mutant cells.

### Impact of DEL-22379 on metastasis-related cellular processes in thyroid cancer cells

Because ATC is associated with a high incidence of local and distant spreading, leading to a rapidly progressive clinical course and dismal outcome [24], we next analyzed the impact of DEL-22379 on cellular processes required for metastatic dissemination.

#### Cytoskeleton and cell adhesion

Actin cytoskeleton and focal adhesions (FAs) are important in the development and progression of metastases, and are involved in adhesion, migration and invasion. As the ERK pathway is a known regulator of cytoskeleton dynamics [25], we examined the effects of DEL-22379 on both structures by immunofluorescence using phalloidin to visualize F-actin and paxillin as a marker of FAs. Results showed that treatment of cells with 1 µM DEL-22379 or 10 µM U0126 for 48 h triggered different alterations to the actin cytoskeleton (Fig. 3A). Under normal culture conditions, OCUT2 cells have an elongated morphology and CAL62 cells are small and round. The addition of either compound increased spreading in both cell types, and this was accompanied by the formation of actin stress fibers with loss of directionality and disorganization of FAs specifically in OCUT2 cells. FAs were not detected in CAL62 cells growing under normal culture conditions; however, DEL-22379, and to a greater extent U0126, triggered the formation of these structures (Fig. 3A).

**Fig. 3:**
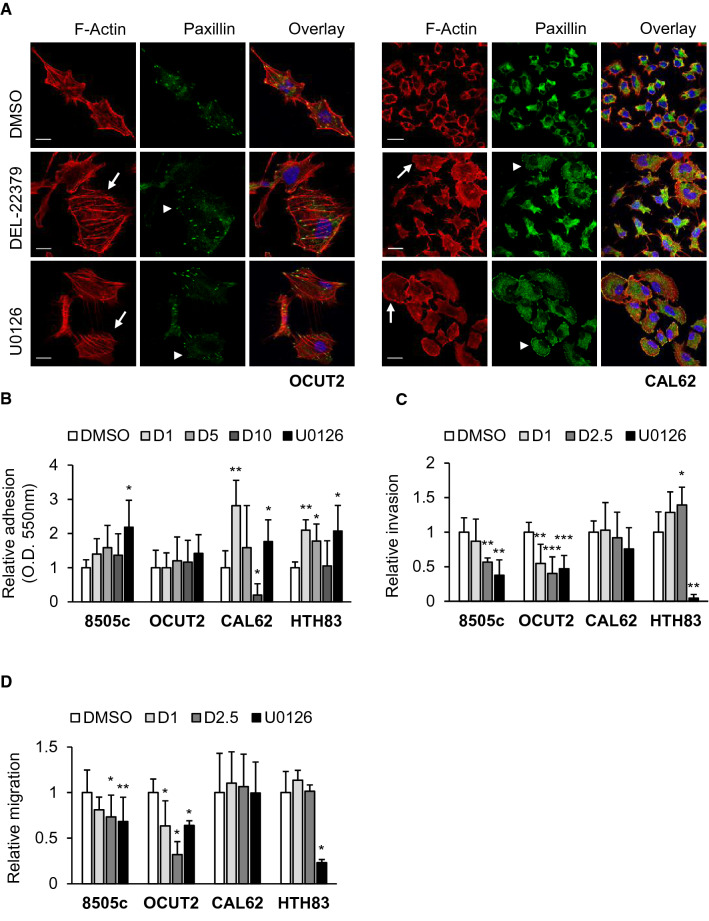
Effects of DEL-22379 on cell spreading, adhesion, migration and invasion of thyroid-tumor cells. 8505c and OCUT2 cells carry BRAF^V600E^ and CAL62 and HTH83 cells carry K-, and H-RAS mutations, respectively. **A** Confocal immunofluorescence showing F-actin (red), paxillin (green) and overlay plus DAPI (blue) nuclear staining in OCUT2 (left panels) and CAL62 (right panels) cells, in the presence of 10% FBS plus vehicle (DMSO), 1 µM DEL-22379 or 10 µM U0126 for 48 h: scale bar is included in the red images, 20 µm. Arrows point to cells with increased spreading and arrowheads to focal adhesion sites. **B** Cell adhesion assay showing the relative mean (SD) from at least 3 independent experiments of the number of adherent cells 30 (8505c), 45 (OCUT2 and CAL62) and 20 (HTH83) min after seeding in 10% FBS-medium containing vehicle (DMSO), 1 µM DEL-22379 (D1), 5 µM DEL-22379 (D5), 10 µM DEL-22379 (D10) or 10 µM U0126. Cells were pre-treated for 30 min with the different agents in suspension before seeding. **C** Matrigel invasion assay showing the relative mean (SD) from 3 independent experiments of the number of invasive cells, after 24 h in serum-free medium containing vehicle (DMSO), 1 µM DEL-22379 (D1), 2.5 µM DEL-22379 (D2.5) or 10 µM U0126. **D** Wound healing assay showing the relative mean (SD) from 3 independent experiments of occupied cell-free area after 20 h in the presence of 10% FBS plus vehicle (DMSO), 1 µM DEL-22379 (D1), 2.5 µM DEL-22379 (D2.5) or 10 µM U0126. **B**–**D** Statistical significance of differences elicited by the treatments compared with a vehicle was estimated using a two-tailed t-test. (*)*p* = 0.05–0.01, (**)*p* = 0.01–0.001, (***)*p* < 0.001

As our results suggest that DEL-22379 and U0126 increase cell adhesiveness, we next performed adhesion assays on a growth factor-reduced basement membrane matrix. While the cytoskeletal changes triggered by DEL-22379 were observed after 48 h, the ability of some cell types to adhere to the matrix substrate occurred quickly after treatment (Fig. 3B). Specifically, treatment of BRAF-mutant cells with increasing concentrations of DEL-22379 for 30 min did not affect adhesion, but RAS-mutant cells showed a marked increase in adhesion with 1 or 5 µM DEL-22379. This effect was lost at a higher concentration of the inhibitor (10 µM), especially in CAL62 cells where adhesion was almost totally inhibited. Notably, MEK inhibition with U0126 increased the number of adherent cells in most of the cell lines, confirming the immunofluorescence findings. Altogether, these observations indicate that the actions of DEL-22379 on cell adhesion occur very quickly and are unlikely to be related to ERK activation status, pointing to off-target effects of the drug, especially on RAS-mutant cells.

#### Cellular invasion and migration

Given the above findings, we next tested the action of DEL-22379 on cell invasion using a Matrigel™-based invasion chamber assay (Fig. 3C). Results showed that DEL-22379 dose-dependently decreased the invasion ability of BRAF-mutant cells. By contrast, DEL-22379 slightly increased the invasion capacity of HTH83 cells, while no significant effect was observed on CAL62 cells. MEK inhibition with U0126 reduced the number of invasive cells in all cases, with the only exception being CAL62 cells, which showed a striking ERK-independence in terms of invasion.

We next performed scratch wound-healing assays to analyze the effects of DEL-22379 on cell migration, which is fundamental to invasion. Cells were recorded for 20–24 h using an in vivo cell observer. A representative video for each experimental condition is provided as supplementary material (Additional File 4). Results showed that DEL-22379 significantly reduced the motility of BRAF-mutant cells, but had no effect on RAS-mutant cells (Fig. 3D). Of note, the addition of DEL-22379 to 8505c cells, even at a low dose, promoted a similar degree of impaired cell migration to that observed with MEK inhibition, whereas 2.5 µM DEL-22379 was even more effective than U0126 in OCUT2 cells. As the MEK inhibitor is highly efficient in preventing ERK phosphorylation (Additional File 5), these results suggest that ERK inhibition is not the only mechanism responsible for the action of DEL-22379 on cell motility, likely reflecting off-target effects of the molecule.

#### Mesenchymal state

The acquisition of mesenchymal features is fundamental for metastatic cells to establish secondary tumors [26]. To analyze how the mesenchymal phenotype is affected by DEL-22379 or U0126, we used RT-qPCR to measure the expression of instructive mesenchymal transcription factors and structural genes in cells stimulated with 10% FBS for 48 h.

Results showed that the expression of mesenchymal transcription factors was differentially affected depending on the cell type and treatment. In general terms, DEL-22379 treatment failed to promote major changes in mRNA expression, except for a significant decrease in the expression of *SNAI2* in 8505c cells (Fig. 4A). By contrast, MEK inhibition stimulated a marked increase in the expression of *SNAI1* and/or *SNAI2* in the remaining cell lines (Fig. 4A).

**Fig. 4:**
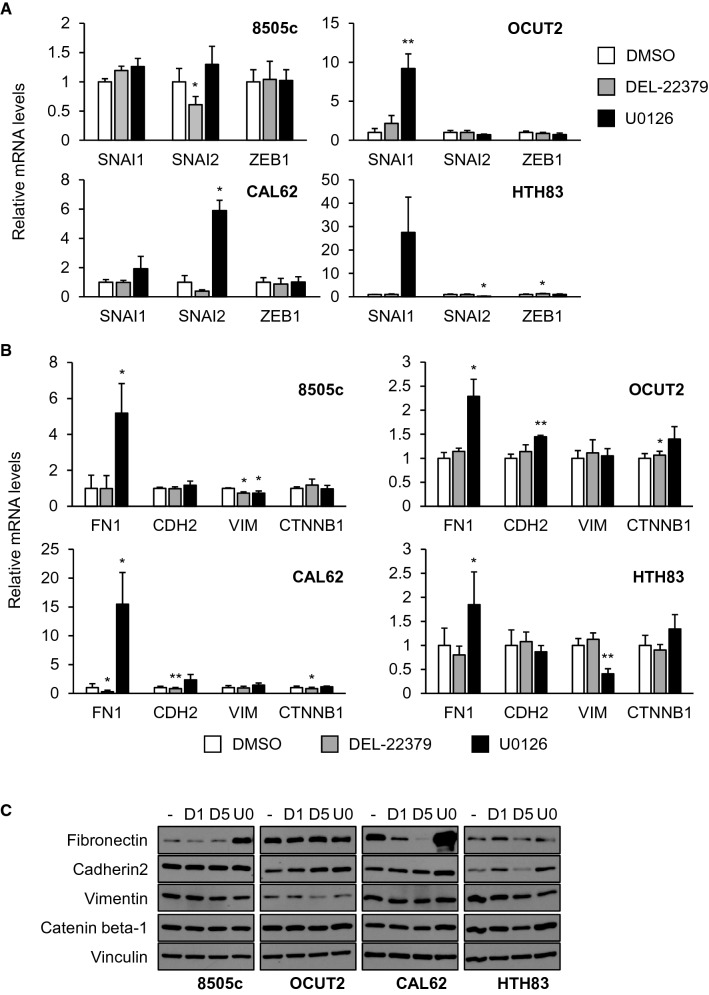
Regulation of thyroid tumor cell mesenchymal state by DEL-22379. 8505c and OCUT2 cells carry BRAF^V600E^ and CAL62 and HTH83 cells carry K-, and H-RAS mutations, respectively. mRNA levels of mesenchymal transcription factors (**A**), *SNAI1*, *SNAI2* and *ZEB1*, and mesenchymal markers (**B**), *FN1*, *CDH2*, *VIM* and *CCTNB1*, after 48 h in the presence of 10% FBS plus 1 µM DEL-22379, 10 µM U0126 or vehicle (DMSO), measured by RT-qPCR. Results are expressed as mean (SD) of at least 3 independent experiments. Statistical significance of differences elicited by treatments compared with a vehicle was calculated using a two-tailed *t* test: (*)*p* = 0.05–0.01, (**)*p* = 0.01–0.001. **D** Representative western blot assay of three independent experiments showing fibronectin, cadherin2, vimentin and catenin beta-1 protein levels after 48 h in the presence of 10% FBS plus DMSO (−), 1 µM DEL-22379 (D1), 5 µM DEL-22379 (D5) or 10 µM U0126 (U0). Vinculin is shown as a loading control

Regarding the structural mesenchymal genes, *FN1* (fibronectin) expression increased to different extents in all cell types upon MEK inhibition, particularly in 8505c and CAL62 cells, which showed a 4- to 15-fold overexpression (Fig. 4B). Notably, DEL-22379 strongly decreased *FN1* levels in CAL62 cells, with no significant changes in other cell types. Minor or non-significant changes were found in the expression of other mesenchymal markers with the exception of a marked decrease in *VIM* (vimentin) expression in HTH83 cells upon MEK inhibition (Fig. 4B).

We repeated the experiment and examined protein levels by western blotting (Fig. 4C). Similar to the gene analysis, steady-state levels of fibronectin increased in 8505c and CAL62 cells upon MEK inhibition, whereas its levels decreased in a dose-dependent manner in CAL62 cells in the presence of DEL-22379. Also, DEL-22379 and U0126 treatment reduced the levels of vimentin in 8505c and HTH83 cells, whereas cadherin2 expression increased in OCUT2 cells growing in the presence of either compound.

These results suggest that DEL-22379 treatment elicits only minor changes in the mesenchymal state of the cells, whereas MEK inhibition promotes a selective increase in the expression of mesenchymal transcription factors and markers.

Overall, these findings suggest that the effects of DEL-22379 are likely not solely related to the inhibition of ERK dimerization and/or phosphorylation, and might include off-target actions, especially at the 10 µM dose. Of note, blocking ERK phosphorylation by inhibiting MEK enhanced the metastatic trails of ATC-derived cell lines, including adhesion and mesenchymal gene expression. This could represent an intrinsic resistance mechanism to the silencing of this crucial kinase cascade.

### Impact of DEL-22379 on the transcriptional landscape of thyroid tumor cells

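8505c and CAL62 are cell lines from anaplastic thyroid carcinoma. RNA was taken after 24 h in medium with 10% FBS and vehicle (DMSO), DEL-22379, an inhibitor of ERK dimerization, or U0126, an inhibitor of the ERK kinase MEK. The paper gives the doses as 1 or 10 µM DEL-22379 and 10 µM U0126, while the sample labels give 1 or 10 mM and 10 mM, and the paper's doses are used here. Each of the 8 groups of cell line and treatment held 2 biological replicates, or 16 libraries in all. Stranded mRNA libraries were sequenced as pairs of 51 bp reads. The authors supplied gene counts on the genome build GRCh38 divided by 1 size factor per library and rounded, for 60715 genes. The aligner, the counter and the gene annotation are not given in the sources used here. Totals of normalized counts per library were 35088171 to 36449368 in 8505c cells with DMSO, 34596156 to 35539164 with 1 µM DEL-22379, 32153174 to 32945853 with 10 µM DEL-22379 and 34191046 to 34485362 with U0126. In CAL62 cells they were 31349851 to 34370986 with DMSO, 31260649 to 33198357 with 1 µM DEL-22379, 33689055 to 35000943 with 10 µM DEL-22379 and 31392265 to 33280146 with U0126. A single read was worth 0.780 to 1.34 normalized counts, and values under 200 lay within 0.02 reads of whole reads, so that reads could be recovered, 25683055 to 43855907 per library. Values given as a mean carry the SD of the 2 replicates. Tests used limma on log2(normalized count + 1) for the 19127 genes with at least 10 normalized counts in at least 2 libraries, with all 16 libraries in 1 model, and p-values are two-sided. Genes were called differentially expressed at the paper's thresholds of an adjusted p under 0.01 and a log2 fold change over 1.5 or under -1.5, applied to fold changes that were not shrunken. Members of gene lists were counted as risen or fallen at an adjusted p under 0.05. Lists were also tested as a whole with camera, which compares a list with all other genes, at a preset correlation of 0.01 and with an estimated correlation. Gene coordinates are those of GENCODE release 29 on GRCh38.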

To further assess the effect of DEL-22379 on thyroid tumor cell transcription, we performed RNA-seq on 8505c and CAL62 cell lines grown for 24 h in the presence of vehicle, DEL-22379 (1 and 10 µM) or U0126 (10 µM). Genes were considered differentially expressed with a *p*-adjusted value (*p*-adj) of < 0.01 and with shrunken log-fold change (shrFC) > 1.5 or < − 1.5. Principal component analyses (Additional File 6A) and sample-to-sample heatmaps (Additional File 6B) of the individual samples revealed that the main variance was between cell lines. 

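The 8505c and CAL62 libraries lay on opposite sides of the first principal component of the 500 most variable genes, which held 95.5% of the variance, at 86.67 to 92.71 and -84.51 to -98.68. The second component held 1.52%. The mean distance between libraries of DMSO-treated 8505c and CAL62 cells over all genes tested was 311 log2 units, against 92.8 and 125.9 between the 2 DMSO replicates of 8505c and of CAL62 cells. Within 8505c cells, libraries with 10 µM DEL-22379 (6.71 and 11.23) and U0126 (31.67 and 36.78) shared a side of the first component of that line, opposite to DMSO (-27.1 and -25.38) and 1 µM DEL-22379 (-16.85 and -17.06). Within CAL62 cells, libraries with 10 µM DEL-22379 (-50.56 and -61.82) and U0126 (40.61 and 31.56) lay on opposite sides, with DMSO (14.15 and 10.48) and 1 µM DEL-22379 (8.52 and 7.06) between them. The second component of CAL62 cells separated replicate 1 of DMSO and 1 µM DEL-22379 (41.63 and 41.69) from replicate 2 (-1.89 and 0.44).

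**Figure D1:**
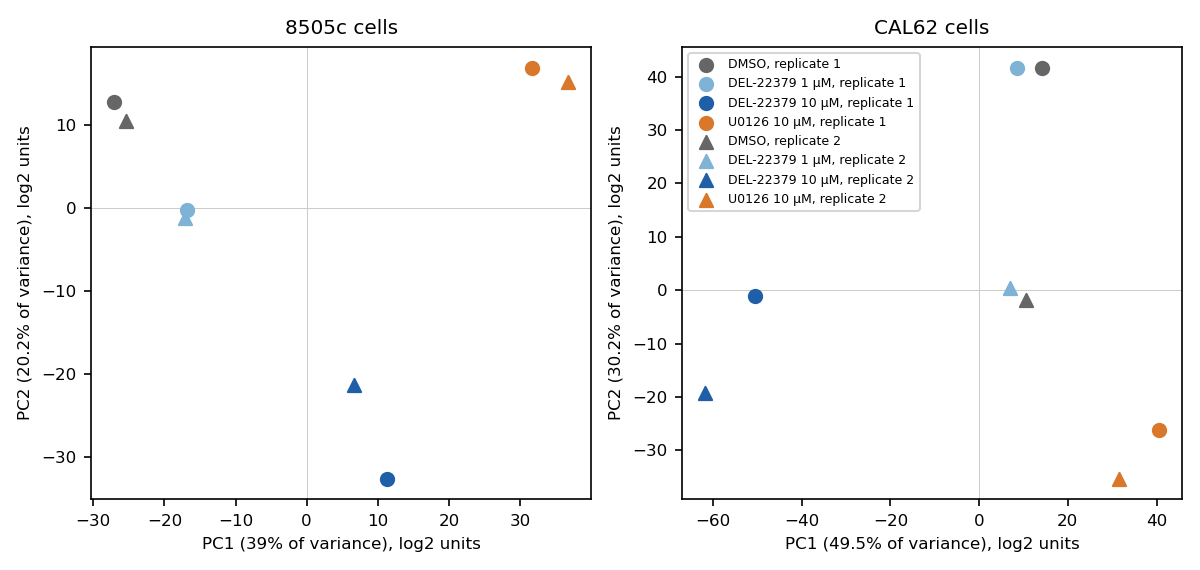
First and second principal components of the 8 libraries of each cell line, in log2 units, with 1 point per library. DMSO lies between 10 µM DEL-22379 and U0126 along the first component in CAL62 cells, and at one end of it in 8505c cells.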

Low-dose DEL-22379 treatment elicited minor effects in both cell lines, whereas high-dose DEL-22379 and U0126 treatment of CAL62 cells caused gene expression changes in opposite directions.

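In CAL62 cells, 57 genes were called in opposite directions by 10 µM DEL-22379 and U0126, and 84 in the same direction. EGR1 (ENSG00000120738.8, chromosome 5 from 138465490 to 138469315), an immediate-early transcription factor, had a log2 fold change of 5.04 (standard error 0.62, adjusted p = 1.7e-04) with 10 µM DEL-22379 and of -4.71 (standard error 0.62, adjusted p = 2.9e-04) with U0126. MMP1, an interstitial collagenase, had log2 fold changes of 3.62 (adjusted p = 4.0e-05) and -2.90 (adjusted p = 1.8e-04) in that order. TMEM158, a membrane protein first found as a RAS-induced gene, had 2.99 (adjusted p = 1.6e-04) and -4.14 (adjusted p = 1.6e-05). Opposite to these, FN1 (ENSG00000115414.20, chromosome 2 from 215360440 to 215436172), which encodes fibronectin, had log2 fold changes of -2.18 (standard error 0.53, adjusted p = 0.008) and 3.84 (standard error 0.53, adjusted p = 3.4e-04). S1PR1, a receptor for sphingosine 1-phosphate, and FAT4, an atypical cadherin, likewise fell with 10 µM DEL-22379 (-3.27 and -4.19) and rose with U0126 (3.53 and 3.15). ESM1, a secreted proteoglycan, is 1 of the 50 genes that fell with both (-3.08 and -7.43), and 34 genes rose with both. Of the genes called in opposite directions, 17 rose with DEL-22379 and 40 fell, where independent calls would give 21.3 and 11.3. Same-direction calls would be 15.6 up and 15.4 down. With the replicate number as a block, 98 genes rose and 60 fell with both, 158 in all, where independent calls would give 34.6 and 20, and 85 were called in opposite directions. Fold changes for both treatments correlated with Pearson's r of 0.21 and Spearman's rho of 0.22 across genes, which are not independent replicates. Both contrasts share the DMSO libraries, and simulated treatments without any effect gave a mean r of 0.50. The shared controls set that value, so an r below it does not tell opposite from unrelated responses. The covariance was 0.227, against 0.136 simulated with 1 spread per gene for all groups. The CAL62 DMSO replicates lay 125.9 log2 units apart, those with 10 µM DEL-22379 110.8 and those with U0126 88.9. The simulated value may thus be too low for these controls, and the excess does not tell shared from unrelated responses. Part of the overlap may come from these shared controls, since 2 DMSO libraries cannot be split into sets with replicates. Genes called in opposite directions numbered 32 without CAL62 DMSO replicate 1 and 32 without CAL62 U0126 10 µM replicate 1, and those in the same direction numbered 26 without CAL62 DMSO replicate 1, 327 without CAL62 DMSO replicate 2, 47 without CAL62 DEL-22379 10 µM replicate 2 and 42 without CAL62 U0126 10 µM replicate 2. The adjusted p of FN1 with 10 µM DEL-22379 was 0.0633 without CAL62 DEL-22379 10 µM replicate 1.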

Only 8 genes in 8505c cells and 1 gene in CAL62 cells were differentially expressed after treatment with 1 µM DEL-22379. By contrast, the higher dose of DEL-22379 and U0126 affected the expression of a great number of genes (Additional File 6C). 

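At 1 µM DEL-22379, no gene passed both thresholds in either cell line with limma. An unadjusted p under 0.05 was reached by 740 genes in 8505c and 336 in CAL62 cells. Chance alone would give more, 956 of 19127. Deviations from group means correlated with 0.50 between same-numbered CAL62 libraries with DMSO and 1 µM DEL-22379, a pairing the main fit leaves out. Counts under chance are no evidence that there was no effect. On the recovered reads, edgeR called 2 genes in 8505c and 0 in CAL62 cells, and DESeq2 called 7 and 0. In 8505c cells, PTGS2 (ENSG00000073756.12, chromosome 1 from 186671791 to 186680427), the inducible prostaglandin synthase, fell by 2.97 on the log2 scale (standard error 0.37, adjusted p = 0.0155), from 1489 ± 669.9 to 179 ± 12.6 normalized counts (SD, n = 2). Its adjusted p was 0.137 without 8505c DMSO replicate 1, 0.253 without 8505c DEL-22379 1 µM replicate 1 and 0.234 without replicate 2 of the same group. SERPINB2, a protease inhibitor that shares its strand with SERPINB10, had a log2 fold change of -2.70 (adjusted p = 0.183) and the cytokine IL24 had -2.48 (adjusted p = 0.183). CGA, the glycoprotein hormone alpha chain, had 2.08 (adjusted p = 0.183). None of these 3 passed limma's adjusted p of 0.05, while DESeq2 called each of them, with IL1B, CYP24A1 and OLR1. Of 25 genes of cholesterol synthesis and uptake, 0 rose and 0 fell (8 and 0 adjusted over the list alone), with a median log2 fold change of 0.61 (camera, adjusted p = 1.5e-19, and adjusted p = 0.187 with an estimated correlation). Among 24 cytokines and inflammatory mediators, 0 rose and 1 fell (0 and 5 adjusted over the list alone), with a median of -0.64 (camera, adjusted p = 6.4e-09, and adjusted p = 0.186 with an estimated correlation). For 25 genes of ERK pathway output and feedback, the median was -0.37, and 0 rose and 0 fell (0 and 7 adjusted over the list alone) (camera, adjusted p = 1.2e-07, and adjusted p = 0.0806 with an estimated correlation). In CAL62 cells, RUNX2, a transcription factor of bone formation, had -1.35 (adjusted p = 0.361), with a DESeq2 adjusted p under 0.01 and a log2 fold change within 1.5.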

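In 8505c cells, 154 genes rose and 82 fell past both thresholds with 10 µM DEL-22379, and 237 rose and 153 fell with U0126. In CAL62 cells, 698 rose and 504 fell with 10 µM DEL-22379, and 428 rose and 585 fell with U0126. Of the genes called in 8505c cells with 10 µM DEL-22379, 65.25% rose, against 76.25% with scaling to equal totals and 54.29% with quantile normalization. With the replicate number as a block, 480 genes were called in 8505c cells with 10 µM DEL-22379 and 600 with U0126. In 8505c cells with 10 µM DEL-22379, the largest rises included OLR1 (ENSG00000173391.9, chromosome 12 from 10158301 to 10172138), a scavenger receptor for oxidized lipoprotein, with a log2 fold change of 5.55 (standard error 0.53, adjusted p = 1.5e-04), and MAMDC2, with 4.96 (adjusted p = 5.9e-04). FGB, a fibrinogen chain, was among the largest falls, at -3.77 (adjusted p = 0.0026). ALPP, the placental alkaline phosphatase, had 6.71 (adjusted p = 5.9e-04) with U0126, but may share reads with its paralog ALPG. In CAL62 cells with 10 µM DEL-22379, STC1 (ENSG00000159167.12, chromosome 8 from 23841915 to 23854807), a secreted glycoprotein hormone, had 6.63 (standard error 1.05, adjusted p = 7.8e-04) and the receptor tyrosine kinase KIT had -6.33 (adjusted p = 5.4e-05). HSPA6, an inducible heat shock protein that may share reads with HSPA1 genes, had 6.41 (adjusted p = 3.7e-04). SCN2A, a sodium channel, was at 50.9 ± 28.5 normalized counts with DMSO (SD, n = 2) and at 0 in both libraries with 10 µM DEL-22379. With U0126, ADAMTS15, an extracellular protease, had 7.83 (adjusted p = 8.9e-04), and BMF, a promoter of apoptosis, had 6.67 (adjusted p = 1.4e-05). ETV4, a transcription factor downstream of ERK, had -5.14 (adjusted p = 2.0e-06). Without single libraries, the 236 genes called in 8505c cells with 10 µM DEL-22379 became 49 (without 8505c DEL-22379 10 µM replicate 1), 79 (without 8505c DMSO replicate 1) or 98 (without 8505c DMSO replicate 2), and the 390 with U0126 became 109 and 178 (without U0126 replicate 2 and replicate 1) or 144 and 164 (without DMSO replicate 1 and replicate 2). In CAL62 cells, the 1202 genes with 10 µM DEL-22379 became 656 (without CAL62 DEL-22379 10 µM replicate 2) or 741 (without CAL62 DMSO replicate 1), and the 1013 with U0126 became 446 and 1641 (without CAL62 DMSO replicate 1 and replicate 2) or 651 and 612 (without CAL62 U0126 10 µM replicate 1 and replicate 2).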

Although not meeting the *p-*adj and shrFC criteria, from the 1 µM DEL-22379 groups, the top 50 differentially expressed genes in 8505c and 4 genes in CAL62, with *p*-adj < 0.1 and independently of shrFC, were used to have a glimpse of overlapping genes at this concentration. 

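All 17 genes overexpressed and all 33 underexpressed in the study's list for 8505c cells at 1 µM DEL-22379 had the same direction with 10 µM DEL-22379, where 15 and 24 of them passed an adjusted p of 0.05. With U0126, all 17 overexpressed genes were higher, 13 of them past that threshold, and 24 of the 33 underexpressed genes were lower, 17 past it. Another 9 of the 33 were higher with U0126, 2 past it. The list was chosen by the study on these same samples and their DMSO controls, so it is not independent evidence of direction. MSMO1 (ENSG00000052802.13, chromosome 4 from 165327623 to 165343160), an enzyme of cholesterol synthesis on the list, had a log2 fold change of 1.00 (standard error 0.25, adjusted p = 0.503) at 1 µM. The pathway enzymes FDFT1 and IDI1 had 0.94 (adjusted p = 0.314) and 0.85 (adjusted p = 0.384). PAX8, a thyroid transcription factor, had -1.30 (adjusted p = 0.138), with an adjusted p of 0.016 with the replicate number as a block. TNFRSF6B, a decoy receptor whose reads cannot be told from those of the overlapping RTEL1-TNFRSF6B readthrough, was at 32.5 ± 13.7 normalized counts with DMSO (SD, n = 2) and at 0 in both libraries at 1 µM. Of the 4 genes in the list for CAL62 cells, the long noncoding RNA LINC00707 had a log2 fold change of 1.65 (adjusted p = 0.872) at 1 µM. UTP14C, which lies within ALG11 on the same strand, was at 6.46 ± 9.14 with DMSO and at 0 in both libraries at 1 µM. With 10 µM DEL-22379, 2 of the 3 underexpressed genes in that list fell and the other was higher, while LINC00707 was lower, at -0.89. With U0126, 1 of the 3 rose and 1 fell, and LINC00707 was at -0.94.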

The complete list of genes used in Additional file 6D–G is shown as Additional File 7. 

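Responses to 10 µM DEL-22379 differed between the cell lines past both thresholds for 476 genes, and responses to U0126 for 306. For 10 µM DEL-22379, the log2 fold change of CXCL8, a neutrophil chemokine, was higher in CAL62 than in 8505c cells by 7.01 (standard error 1.37, adjusted p = 0.0082). TNF, an inflammatory cytokine, was higher by 5.98 (adjusted p = 0.004). KIT, the receptor for stem cell factor, differed by -7.41 (adjusted p = 8.4e-04), on the side of lower values in CAL62 cells. For U0126, CDC45, a DNA replication factor, differed by -2.45 (standard error 0.33, adjusted p = 0.0015). Of the genes with a difference, 63 for 10 µM DEL-22379 and 26 for U0126 stayed under 10 normalized counts in all 4 libraries of 1 of the lines, where a fall cannot be seen. With 10 µM DEL-22379, 46 genes were called in the same direction in both lines (32 up and 14 down) and 8 in opposite directions. With U0126, 94 were called in the same direction (51 up and 43 down) and 3 in opposite directions. Across genes, which are not independent replicates, fold changes in the 2 lines correlated with r of 0.27 and rho of 0.29 for 10 µM DEL-22379 and with r of 0.41 and rho of 0.47 for U0126. The cell lines share no control libraries. Scaling to equal totals moved the median difference of all genes for 10 µM DEL-22379 from -0.03 to -0.22, and the share of differences with higher values in CAL62 cells from 49.16% to 32.82%. With the replicate number as a block, differences numbered 837 for 10 µM DEL-22379 and 543 for U0126. The 476 differences for 10 µM DEL-22379 became 217 and 218 without 8505c DMSO replicate 1 and replicate 2, 232 and 272 without 8505c DEL-22379 10 µM replicate 1 and replicate 2, and 285 without CAL62 DEL-22379 10 µM replicate 2. The 306 differences for U0126 became 67 and 130 without 8505c U0126 10 µM replicate 2 and replicate 1, 93 and 133 without 8505c DMSO replicate 1 and replicate 2, 203 without 8505c DEL-22379 1 µM replicate 2, 132 and 488 without CAL62 DMSO replicate 1 and replicate 2, and 166 and 157 without CAL62 U0126 10 µM replicate 1 and replicate 2.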

Venn diagrams were used to compare overlapping under- (Additional File 6D) and overexpressed (Additional File 6E) genes between cell lines and treatments. The results indicated that 10 µM DEL-22379 and U0126 regulated the transcriptomic profile of 8505c cells more similarly than in CAL62 cells, supporting the contrasting effects of DEL-22379 on the cell lines.

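In 8505c cells, 116 genes were called in the same direction by 10 µM DEL-22379 and U0126 and 0 in opposite directions by limma. CCN5 (ENSG00000064205.10, chromosome 20 from 44714844 to 44728509), a secreted matricellular protein, had a log2 fold change of 3.70 (standard error 0.43, adjusted p = 4.6e-04) with 10 µM DEL-22379 and of 5.15 (standard error 0.43, adjusted p = 3.6e-05) with U0126. PTX3, a soluble pattern recognition protein, had -4.10 (adjusted p = 6.6e-06) and -5.57 (adjusted p = 1.7e-07), and ABCA1, a cholesterol exporter, had -3.25 (adjusted p = 0.0012) and -2.69 (adjusted p = 0.0028). Among the 154 genes overexpressed with 10 µM DEL-22379, 113 rose with U0126 at an adjusted p under 0.05 and 0 fell, and among the 82 underexpressed, 56 fell and 0 rose. The 116 shared genes were 22.8% of those called with either treatment, against 4.05% in CAL62 cells. With the replicate number as a block, 199 genes were shared in 8505c and 158 in place of 84 in CAL62 cells, where 26 and 327 were shared without CAL62 DMSO replicate 1 and replicate 2. Independent calls would share 1.91 rising and 0.656 falling genes, and 75 and 41 were found. Part of this excess may come from the shared DMSO libraries. In 20 simulations of treatments without effect, 0 called genes were shared. Such treatments give almost no calls to share, so that count cannot size this part. Fold changes correlated with r of 0.60 and rho of 0.56 across genes, which are not independent replicates, against a mean r of 0.50 in simulated treatments without effect. Covariance was 0.414 against 0.134 simulated in 8505c cells, and 0.227 against 0.136 in CAL62 cells (0.103 simulated with the replicate block). The simulations gave all groups 1 spread per gene, while DMSO replicates lay 125.9 log2 units apart in CAL62 and 92.8 in 8505c cells. The excess in CAL62 cells therefore does not tell shared from unrelated responses. The shared count was 27 and 58 without 8505c DEL-22379 10 µM replicate 1 and replicate 2, 39 and 45 without 8505c DMSO replicate 1 and replicate 2, and 54 and 40 without 8505c U0126 10 µM replicate 1 and replicate 2.

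**Figure D2:**
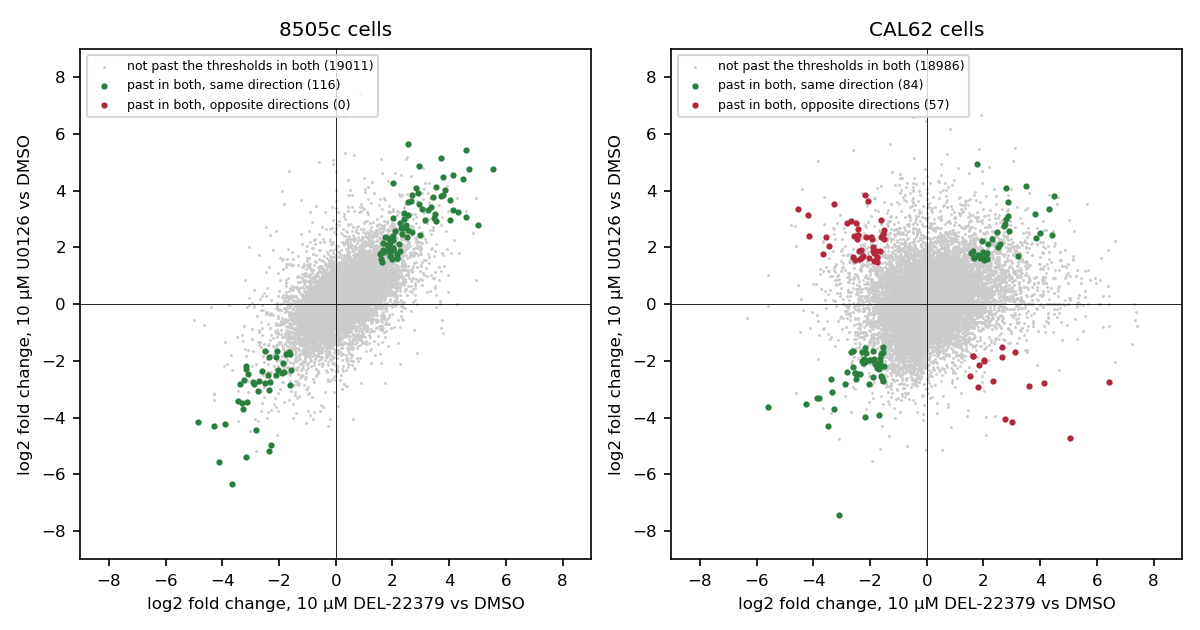
Log2 fold changes of 19127 genes with 10 µM DEL-22379 (x axis) and 10 µM U0126 (y axis) against DMSO in each cell line, with 1 point per gene. Genes past both thresholds with both treatments are drawn by direction, 116 and 0 in 8505c cells and 84 and 57 in CAL62 cells.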

Gene enrichment analysis showed that the underexpressed genes in 8505c cells (Additional File 6F) in either condition were related to cytokine and inflammatory response, and cell differentiation. 

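Among 24 cytokines and inflammatory mediators measured in 8505c cells, 3 rose and 6 fell (3 and 7 adjusted over the list alone) with 10 µM DEL-22379, with a median log2 fold change of -0.66 (camera, adjusted p = 0.0313, and adjusted p = 0.802 with an estimated correlation). With U0126, 1 rose and 7 fell (4 and 7 adjusted over the list alone), with a median of -0.88 (camera, adjusted p = 0.0188, and adjusted p = 0.612 with an estimated correlation). IL1RL1 (ENSG00000115602.17, chromosome 2 from 102311502 to 102352037), the interleukin-33 receptor, which overlaps IL18R1 on the same strand, had a log2 fold change of -3.90 (standard error 0.65, adjusted p = 0.003) with 10 µM DEL-22379 and -4.23 (adjusted p = 0.0016) with U0126. PTGS2 had -3.90 (adjusted p = 1.5e-04) with 10 µM DEL-22379, and CXCL1, a neutrophil chemokine, had -3.78 (adjusted p = 0.0018) with U0126. ICAM1, a leukocyte adhesion molecule, went the other way with 10 µM DEL-22379, at 2.15 (adjusted p = 2.3e-04). For 14 thyroid differentiation genes, 1 rose and 1 fell (1 and 1 adjusted over the list alone) with 10 µM DEL-22379 (camera, adjusted p = 0.504, and adjusted p = 0.868 with an estimated correlation), and 1 rose and 1 fell (1 and 1 adjusted over the list alone) with U0126 (camera, adjusted p = 0.57, and adjusted p = 0.846 with an estimated correlation). The camera result of the cytokine list with 10 µM DEL-22379 was an adjusted p of 0.0629 without 8505c DEL-22379 10 µM replicate 2 and of 0.0617 without either CAL62 library with 10 µM DEL-22379. The cytokine list follows a theme that the study had drawn from the same samples. The paper's other theme is cell differentiation in general, from enrichment among underexpressed genes. The 14 thyroid genes are a narrower set counted in another way, so they do not test it.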

Underexpressed genes in cells treated with 10 µM DEL-22379 or U0126 were also involved in MAPK activation and tyrosine kinase-related signaling, and in cellular processes such as proliferation, adhesion, migration, chemotaxis and angiogenesis. 

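Of 25 genes of ERK pathway output and feedback in 8505c cells, 0 rose and 11 fell (0 and 14 adjusted over the list alone) with 10 µM DEL-22379, with a median log2 fold change of -0.75 (camera, adjusted p = 6.9e-07, and adjusted p = 0.216 with an estimated correlation). With U0126, 0 rose and 19 fell (0 and 21 adjusted over the list alone), with a median of -1.77 (camera, adjusted p = 1.1e-18, and adjusted p = 0.0086 with an estimated correlation). HMGA2 (ENSG00000149948.14, chromosome 12 from 65824131 to 65966295), a chromatin factor, had -2.34 (standard error 0.31, adjusted p = 8.3e-04) with 10 µM DEL-22379 and -3.02 (adjusted p = 1.1e-04) with U0126, and FOSL1, a partner of JUN, had -2.04 (adjusted p = 7.2e-04) and -2.32 (adjusted p = 2.1e-04). DUSP6, a phosphatase of ERK, had -4.05 (adjusted p = 5.8e-06) with U0126, and ETV5, a transcription factor downstream of ERK, had -4.30 (adjusted p = 1.7e-07). Among 48 receptor tyrosine kinases and ligands, 7 rose and 8 fell (8 and 9 adjusted over the list alone) with 10 µM DEL-22379 and 7 rose and 11 fell (11 and 13 adjusted over the list alone) with U0126, without a shift of the list as a whole (camera, adjusted p = 0.652 and 0.355). FGF5, a growth factor, fell with both, at -2.89 and -2.80, and ERBB3, a receptor of the EGFR family, rose with both, at 2.28 and 2.87. Scaling to equal totals moved the median of all genes with 10 µM DEL-22379 from 0.01 to 0.14. Proliferation genes of the G1/S list numbered 41, of which 0 rose and 2 fell (0 and 1 adjusted over the list alone) with 10 µM DEL-22379 (camera, adjusted p = 6.8e-05, and adjusted p = 0.865 with an estimated correlation). For U0126, 0 rose and 11 fell (0 and 26 adjusted over the list alone) (camera, adjusted p = 2.6e-10, and adjusted p = 0.497 with an estimated correlation), and CCND1, cyclin D1, had -2.09 (adjusted p = 3.6e-05). Of 50 G2/M genes, 1 rose and 0 fell (1 and 0 adjusted over the list alone) with 10 µM DEL-22379 (camera, adjusted p = 0.201, and adjusted p = 0.914 with an estimated correlation, and adjusted p = 0.0332 with the replicate block) and 1 rose and 0 fell (1 and 0 adjusted over the list alone) with U0126, with a median of -0.24 (camera, adjusted p = 0.0188, and adjusted p = 0.846 with an estimated correlation). With U0126 this adjusted p was 0.0729 without 8505c DMSO replicate 1, 0.197 without 8505c U0126 10 µM replicate 2 and 0.109 with quantile normalization. Of 54 adhesion and junction genes, 4 rose and 10 fell (5 and 11 adjusted over the list alone) with 10 µM DEL-22379 and 8 rose and 9 fell (10 and 10 adjusted over the list alone) with U0126 (camera, adjusted p = 0.216 and 0.844). ITGA2, a collagen receptor, had -2.59 (adjusted p = 8.2e-04) with U0126. Of 22 matrix proteases and their inhibitors, 2 rose and 3 fell (4 and 4 adjusted over the list alone) with 10 µM DEL-22379 and 1 rose and 4 fell (1 and 4 adjusted over the list alone) with U0126 (camera, adjusted p = 0.504 and 0.355).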

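In 8505c cells treated with U0126, 19 of 25 genes of cholesterol synthesis and uptake rose and 0 fell (20 and 0 adjusted over the list alone), with a median log2 fold change of 1.18 (camera, adjusted p = 4.1e-14, and adjusted p = 0.269 with an estimated correlation). At 10 µM DEL-22379, 19 rose and 0 fell (24 and 0 adjusted over the list alone), with a median of 1.12 (camera, adjusted p = 3.1e-12, and adjusted p = 0.572 with an estimated correlation). HMGCS1 (ENSG00000112972.15, chromosome 5 from 43289395 to 43313512), an early enzyme of the pathway, had a log2 fold change of 2.58 (standard error 0.29, adjusted p = 2.1e-04) with U0126 and 2.09 (adjusted p = 0.0011) with 10 µM DEL-22379. LSS, which forms lanosterol, had 1.60 (adjusted p = 5.1e-05) and 1.29 (adjusted p = 3.8e-04), and INSIG1, a sterol sensor, had 2.14 (adjusted p = 0.0026) and 2.22 (adjusted p = 0.0026). Of 19 genes of fatty acid synthesis, 5 rose and 0 fell (8 and 2 adjusted over the list alone) with U0126 (camera, adjusted p = 0.0517, and adjusted p = 0.612 with an estimated correlation) and 6 rose and 1 fell (7 and 2 adjusted over the list alone) with 10 µM DEL-22379 (camera, adjusted p = 0.0207, and adjusted p = 0.577 with an estimated correlation). For this list, camera gave an adjusted p of 0.105 with 10 µM DEL-22379 without 8505c DMSO replicate 2 and of 0.0629 without 8505c DEL-22379 10 µM replicate 2. With U0126 it gave 0.0132 without 8505c DMSO replicate 1, 0.0473 without either 8505c library with 1 µM DEL-22379, 0.0496 without either CAL62 library with 10 µM DEL-22379 and 0.0402 without either CAL62 library with U0126. FADS3, a member of the fatty acid desaturase family, had 2.41 (adjusted p = 5.2e-05) with U0126. Among 42 structural genes of the extracellular matrix, 8 rose and 8 fell (12 and 8 adjusted over the list alone) with U0126 (camera, adjusted p = 0.355, and adjusted p = 0.846 with an estimated correlation). COL3A1 (ENSG00000168542.16, chromosome 2 from 188974320 to 189012746), a fibrillar collagen, had 4.31 (standard error 0.61, adjusted p = 9.5e-04), and COL17A1, a transmembrane collagen, had -2.35 (adjusted p = 1.3e-04). Markers of fibroblasts, COL3A1 among them, moved with this group, as 4 of 9 rose and 0 fell (7 and 0 adjusted over the list alone), with a median of 2.21.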

Overexpressed genes in U0126-treated cells were related to lipid biosynthesis in any condition, and to extracellular matrix (ECM) organization.

With regard to CAL62 cells (Additional File 6G), the underexpressed genes after 10 µM DEL-22379 treatment and the overexpressed genes after 10 µM U0126 treatment were associated with cell adhesion, cell–cell junction, ECM organization or mesenchymal and stem cell development. 

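Of 42 structural matrix genes measured in CAL62 cells, 6 rose and 16 fell (6 and 16 adjusted over the list alone) with 10 µM DEL-22379 (camera, adjusted p = 0.071, and adjusted p = 0.827 with an estimated correlation). Without CAL62 DMSO replicate 1, camera gave an adjusted p of 0.00688 for this fall. With U0126, 13 rose and 8 fell (15 and 8 adjusted over the list alone) (camera, adjusted p = 0.481, and adjusted p = 0.873 with an estimated correlation). VCAN (ENSG00000038427.16, chromosome 5 from 83471465 to 83582303), a proteoglycan, had a log2 fold change of -2.85 (standard error 0.17, adjusted p = 4.3e-06) with 10 µM DEL-22379, and FBN2, a microfibril protein, had -1.48 (adjusted p = 2.7e-05). LOX, which crosslinks collagen, had -2.60 (adjusted p = 2.0e-05). COL8A1, a short-chain collagen, had 3.59 (adjusted p = 2.2e-05) with U0126, SPARC, a collagen-binding protein, had 1.75 (adjusted p = 6.7e-04), and LAMB3, a laminin chain, had -3.51 (adjusted p = 2.0e-06). Among 54 adhesion and junction genes, 5 rose and 11 fell (5 and 11 adjusted over the list alone) with 10 µM DEL-22379 (camera, adjusted p = 0.407, and adjusted p = 0.827 with an estimated correlation) and 14 rose and 10 fell (16 and 10 adjusted over the list alone) with U0126 (camera, adjusted p = 0.558, and adjusted p = 0.873 with an estimated correlation). PCDH7, a protocadherin, had -3.03 (adjusted p = 7.0e-06) and ITGB8, an integrin, had -3.28 (adjusted p = 4.1e-05) with 10 µM DEL-22379. ITGA6, a laminin receptor, had -2.27 (adjusted p = 6.6e-05) and CD44, a hyaluronan receptor, had -1.63 (adjusted p = 6.8e-06) with U0126. Of 16 mesenchymal transcription factors and markers, 5 rose and 3 fell (5 and 3 adjusted over the list alone) with 10 µM DEL-22379 (camera, adjusted p = 0.45, and adjusted p = 0.827 with an estimated correlation) and 4 rose and 2 fell (6 and 3 adjusted over the list alone) with U0126 (camera, adjusted p = 0.587, and adjusted p = 0.873 with an estimated correlation). SNAI1, a repressor of CDH1, had 5.76 (adjusted p = 2.7e-05) with 10 µM DEL-22379, VIM, the intermediate filament vimentin, had 1.04 (adjusted p = 9.7e-05), and ZEB1, another repressor of CDH1, had 0.85 (adjusted p = 5.4e-04). TAGLN, an actin-binding protein, had 2.11 (adjusted p = 7.8e-04) with U0126. Of 9 fibroblast markers in the same groups, 0 rose and 2 fell (0 and 1 adjusted over the list alone) with 10 µM DEL-22379, and 4 rose and 0 fell (4 and 0 adjusted over the list alone) with U0126.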

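In CAL62 cells with 10 µM DEL-22379, of 41 G1/S genes, 0 rose and 30 fell (0 and 31 adjusted over the list alone), with a median log2 fold change of -0.91 (camera, adjusted p = 3.9e-11, and adjusted p = 0.59 with an estimated correlation). Of 50 G2/M genes, 1 rose and 13 fell (1 and 8 adjusted over the list alone), with a median of -0.61 (camera, adjusted p = 1.0e-04, and adjusted p = 0.827 with an estimated correlation). Genes of DNA damage response and repair numbered 42, of which 1 rose and 20 fell (1 and 23 adjusted over the list alone) (camera, adjusted p = 1.1e-05, and adjusted p = 0.781 with an estimated correlation). Apart from treatment, G2/M genes were lower in replicate 2 than in replicate 1 of CAL62 cells by a median of 0.61 over the 4 groups, and G1/S genes by 0.26. With U0126, G1/S genes had a median of -2.27, and 0 rose and 41 fell (0 and 41 adjusted over the list alone) (camera, adjusted p = 2.2e-33, and adjusted p = 0.245 with an estimated correlation). G2/M genes had -1.90, and 0 rose and 50 fell (0 and 50 adjusted over the list alone) (camera, adjusted p = 3.9e-25, and adjusted p = 0.359 with an estimated correlation). Of the repair genes, 1 rose and 38 fell (1 and 38 adjusted over the list alone), with a median of -1.58 (camera, adjusted p = 4.6e-24, and adjusted p = 0.245 with an estimated correlation). Without CAL62 DMSO replicate 1, the adjusted p of G2/M genes with 10 µM DEL-22379 was 0.2, and that of the cytokines with U0126 was 0.0203. MCM6 (ENSG00000076003.5, chromosome 2 from 135839626 to 135876426), a subunit of the replicative helicase, had a log2 fold change of -1.90 (standard error 0.23, adjusted p = 8.9e-05) with 10 µM DEL-22379 and -1.67 (standard error 0.23, adjusted p = 2.4e-04) with U0126. PCNA, the sliding clamp of DNA replication, had -1.02 (adjusted p = 9.0e-04) and -2.24 (adjusted p = 4.2e-06). CDK1, the mitotic kinase, had -2.61 (adjusted p = 3.4e-06) with U0126, and so did BRCA1, a repair factor, with -2.03 (adjusted p = 1.2e-06). Among the 24 cytokines and inflammatory mediators of CAL62 cells, 10 rose and 1 fell (11 and 1 adjusted over the list alone) with 10 µM DEL-22379 (camera, adjusted p = 0.0023, and adjusted p = 0.59 with an estimated correlation) and 1 rose and 4 fell (1 and 4 adjusted over the list alone) with U0126 (camera, adjusted p = 0.353, and adjusted p = 0.873 with an estimated correlation). TNF (ENSG00000232810.4, chromosome 6 from 31575567 to 31578336) had 5.44 (standard error 0.75, adjusted p = 2.3e-04) with 10 µM DEL-22379, and CXCL8 had 4.96 (adjusted p = 0.0028). CDKN1A, an inhibitor of the cell cycle kinases, had 4.27 (adjusted p = 4.9e-04).

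**Figure D3:**
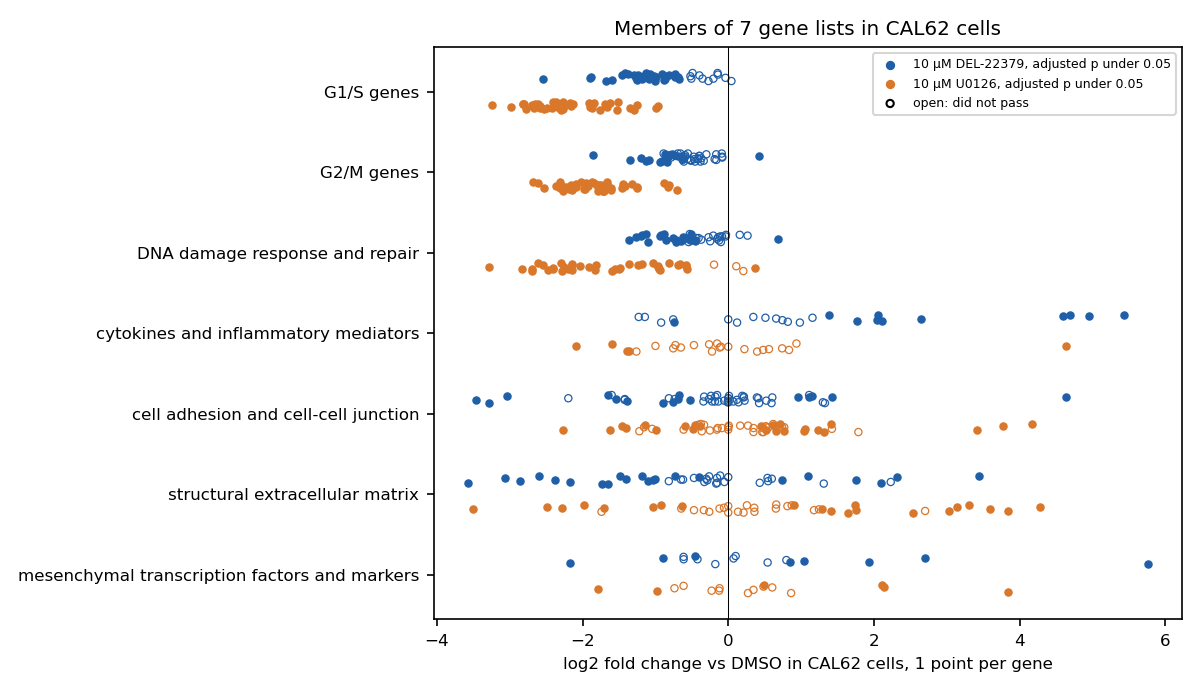
Log2 fold changes against DMSO of the members of 7 gene lists in CAL62 cells, with 1 point per gene. Filled points passed an adjusted p of 0.05, and all 41 G1/S and 50 G2/M genes lie below 0 with U0126.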

Overexpressed genes in DEL-22379-treated cells and underexpressed in U0126-treated cells were associated with cell cycle and DNA processing in both cases, and additionally with response to cytokines, cell differentiation and adhesion in the former, and DNA damage and repair in the latter.

Overall, the transcriptomics analyses support the findings of the in vitro studies, highlighting the opposite effects of DEL-22379 depending on the cell type, and suggesting independent actions of the drug non-related to ERK activation status.

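Immediate-early transcription factors rose in CAL62 cells with 10 µM DEL-22379. Of 20 measured, 18 rose and 0 fell (20 and 0 adjusted over the list alone), with a median log2 fold change of 2.63 (camera, adjusted p = 8.2e-11, and adjusted p = 0.59 with an estimated correlation). FOS (ENSG00000170345.10, chromosome 14 from 75278774 to 75282230) went from 626 ± 244 normalized counts with DMSO to 65212 ± 55740.0 (SD, n = 2), a log2 fold change of 6.43 (standard error 0.64, adjusted p = 3.8e-05). EGR3 and NR4A1, other early response factors, had 7.39 (adjusted p = 3.8e-04) and 6.42 (adjusted p = 6.1e-05). These genes also split by replicate number in CAL62 cells, where 8 of the 20 were over 1 log2 unit higher in replicate 2 and the median was 0.73 higher, with FOS at 1.33, EGR3 at 2.05 and NR4A1 at 1.21. With the replicate number as a block, 20 rose with 10 µM DEL-22379. In 8505c cells, 4 rose and 3 fell (5 and 3 adjusted over the list alone) (camera, adjusted p = 0.922, and adjusted p = 0.971 with an estimated correlation). The difference between the lines, higher in CAL62 cells, had a median of 2.92 over the list, and 12 genes passed with 0 lower (camera, adjusted p = 8.7e-10, and adjusted p = 0.28 with an estimated correlation). FOS alone differed by 5.65 (standard error 0.91, adjusted p = 0.0027). Among 25 genes of ERK pathway output and feedback in CAL62 cells, 13 rose and 3 fell (14 and 5 adjusted over the list alone) with 10 µM DEL-22379 (camera, adjusted p = 0.0121, and adjusted p = 0.59 with an estimated correlation) and 0 rose and 20 fell (0 and 22 adjusted over the list alone) with U0126 (camera, adjusted p = 4.1e-12, and adjusted p = 0.0413 with an estimated correlation). The difference between the lines for this list was 1.85 with 10 µM DEL-22379 (camera, adjusted p = 1.0e-08, and adjusted p = 0.104 with an estimated correlation) and 0.06 with U0126 (camera, adjusted p = 0.268, and adjusted p = 0.774 with an estimated correlation). SPRY4, a feedback inhibitor of the pathway, had 1.46 (adjusted p = 0.001) with 10 µM DEL-22379 in CAL62 cells and -1.49 (adjusted p = 0.0033) in 8505c cells, and differed by 2.95 (adjusted p = 5.6e-04). The paper states that these transcription data, next to its studies in vitro, highlight opposite effects of DEL-22379 by cell type. It proposes actions of the drug unrelated to the activation of ERK. By RT-qPCR, it found mRNA of FOS, JUN and EGR1 hardly changed by 1 µM DEL-22379 after 48 h. In its western blots, FOS and JUN protein fell with the dose of DEL-22379 only in BRAF-mutant cells. Those assays of these genes were not done at 10 µM or at 24 h, so they cannot be set against the rise here. The paper also reports lower viability with 10 µM DEL-22379 after 24 h only in RAS-mutant cells such as CAL62. Whether the rise here goes with that loss was not tested.

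**Figure D4:**
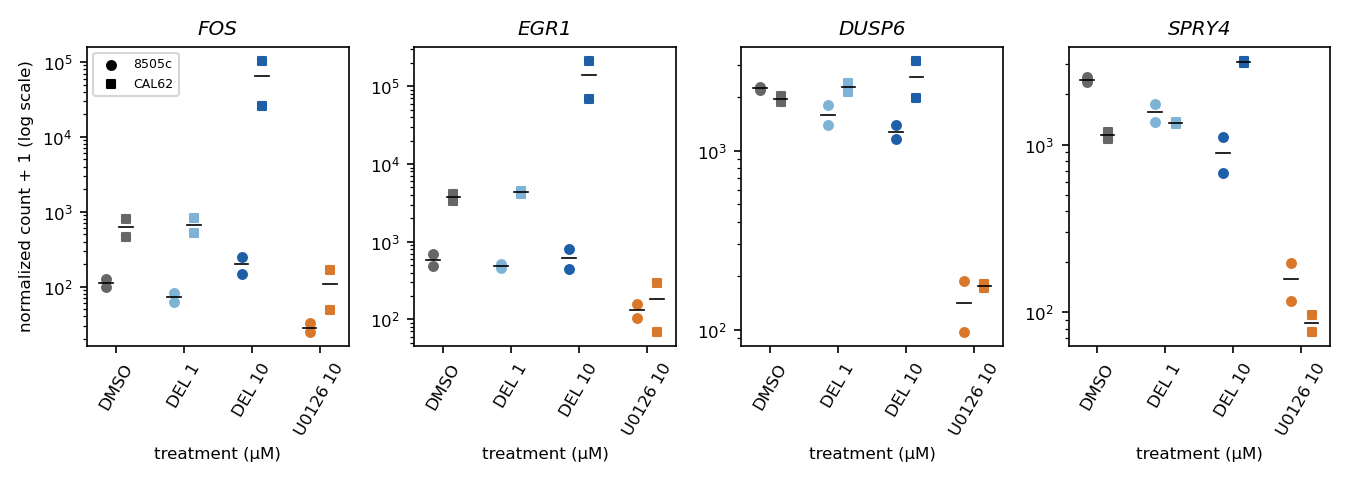
Normalized counts plus 1, on a log scale, of FOS, EGR1, DUSP6 and SPRY4 in each library by treatment, with circles for 8505c and squares for CAL62 cells and bars at the mean of 2 replicates. FOS lies at 25799 and 104625 normalized counts in the CAL62 libraries with 10 µM DEL-22379 and at 454 and 799 in those with DMSO.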

### In vivo tumor progression

To analyze the effects of DEL-22379 on in vivo tumor progression, we used an orthotopic mouse model of ATC (Fig. 5A). A total of 5 × 10^4^ 8505c or CAL62 cells, expressing luciferase, were injected into the right lobe of the thyroid of immunocompromised nude mice, and the signal elicited by tumor cells was analyzed weekly by in vivo imaging.

**Fig. 5:**
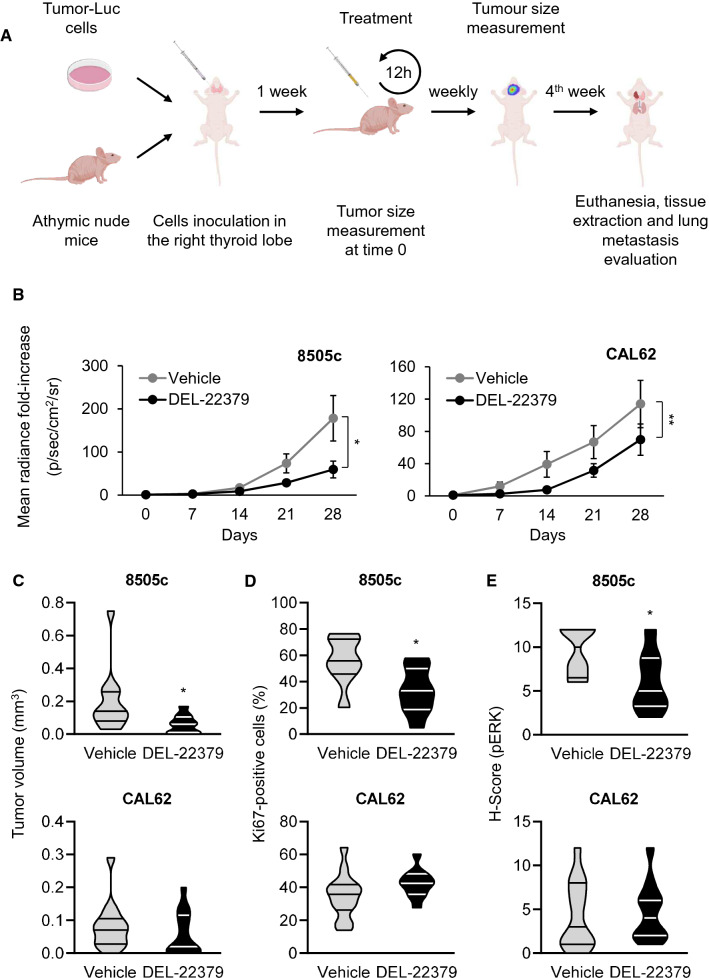
Effects of DEL-22379 on in vivo tumor growth. **A** Graphical explanation of in vivo tumor engraftment and follow-up. **B** In vivo tumor growth. A total of 5 × 10^4^ cells were inoculated into the right thyroid lobe of the animal. Tumor growth was monitored by measuring the luminescent signal every week, and is expressed as mean (SEM) of the fold-radiance increase. Statistical analysis of the differences elicited by the treatment was estimated by two-way ANOVA (*)*p* = 0.05–0.01, (**)*p* = 0.01–0.001. **C** Violin plot showing median and quartiles of the tumor volume measured at the endpoint of the experiment. Statistical analysis of the differences between treatments was determined using a two-tailed unpaired *t* test, (*)*p* = 0.05–0.01. **D** Violin plot showing median and quartiles of the percentage of ki67-positive nuclei. Statistical analysis of the differences between treatments was determined using a two-tailed unpaired *t* test, (*)*p* = 0.05–0.01. **E** Violin plot showing median and quartiles of pERK staining intensity and percentage of positive cells (*H*-score). Statistical analysis of the differences between treatments was determined using a two-tailed unpaired *t* test, (*)*p* = 0.05–0.01

We found a significant delay in primary tumor growth generated by 8505c (Fig. 5B, left panel) and CAL62 (Fig. 5B, right panel) cells in the DEL-22379-treated groups compared with animals treated with vehicle, but with greater potency in BRAF-mutant cells. In those animals inoculated with BRAF-mutant cells, the results were consistent with the reduced tumor volume, evident at the end-point of the experiment (Fig. 5C), and with the lower number of proliferating cells, which was further confirmed by Ki67 staining (Fig. 5D; tumor sections are included as Additional File 8). As a read-out of the action of DEL-22379 on ERK activation in vivo, pERK levels were measured by immunohistochemistry in tumor sections (Fig. 5E; tumor sections are included as Additional File 9), confirming the results observed in cultured cell lines.

To assess the effect of the inhibitor on metastasis formation, we collected the lungs of the animals immediately after the end-point of the experiment and quantified the luciferase signal ex vivo. Results showed that the number of animals presenting with lung metastases was 10–30% lower in the DEL-22379-treated group than in the vehicle group (Tables in Fig. 6A and B). Furthermore, the intensity and extension of metastatic foci was strongly reduced by the drug (Fig. 6A and B).

**Fig. 6:**
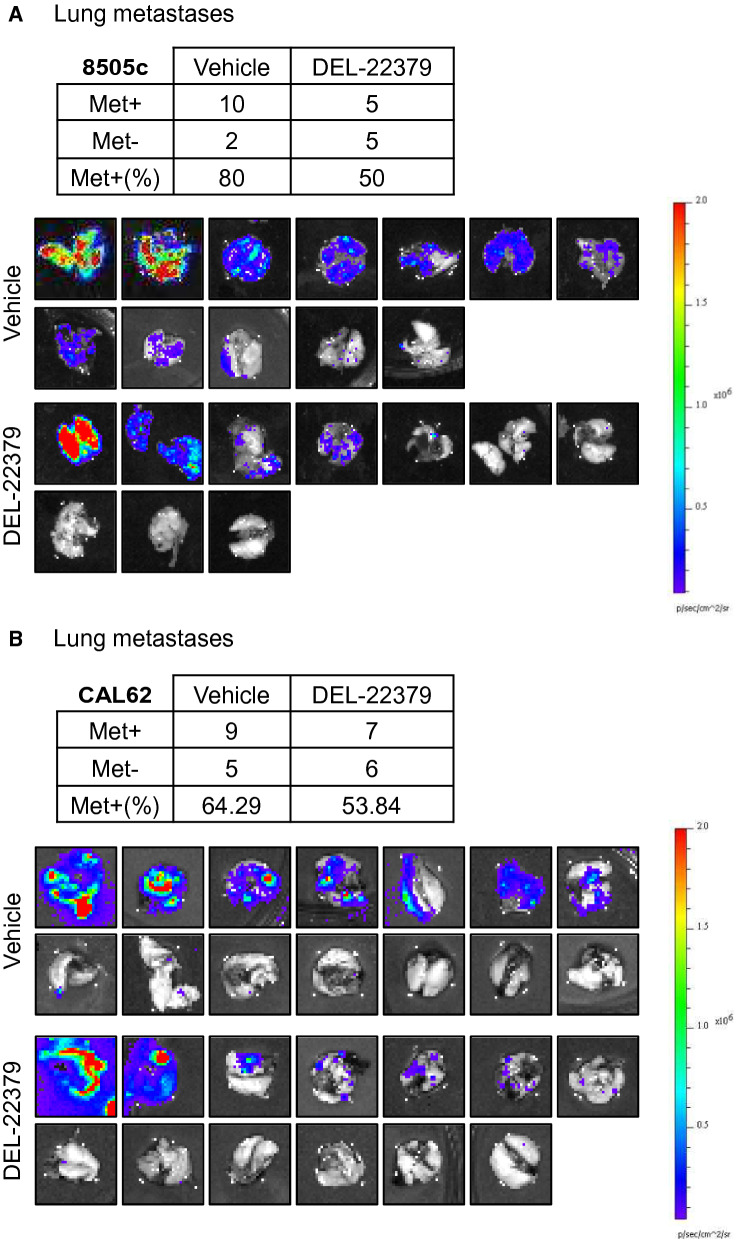
DEL-22379 effects on lung metastasis. **A** and **B** Tables represent the number of mice with (Met +) or without (Met−) lung metastasis, and the percentage of mice with positive metastasis. The complete set of lung images is provided for the interpretation of the degree of the metastatic infiltration

Notably, the animals showed no signs of the toxicity commonly associated with inhibitors of the RAS-ERK pathway, such as weight loss, hand-foot skin reaction or diarrhea. A complete toxicity profile of DEL-22379 in mice has been described [18].

Overall, our results indicate that DEL-22379 effectively suppresses tumor growth of ATC-derived cell lines and impairs metastatic dissemination, especially in BRAF-mutant cells, and with no apparent signs of toxicity.

## Discussion

Thyroid cancer is typically an indolent and well-controlled disease in its differentiated form. However, dedifferentiated thyroid cancer is one of the deadliest human carcinomas [27] and no effective treatments are currently available for metastatic thyroid carcinomas. The central role of the RAS-to-ERK signaling axis for thyroid cancer onset and progression has been clearly established in the last decade [28]. Strategies designed to inhibit this pathway in advanced thyroid carcinomas, although demonstrating superiority over standard therapies, offer only modest and short-term improvements owing to, at least in part, the establishment of resistance mechanisms that allow reactivation of the pathway upon inhibition of its components [29].

An understudied feature of RAS-to-ERK signaling relates to the dimerization of the different components and its physiological implications. ERK dimerization was found to affect its subcellular localization and its ability to activate cytoplasmic but not nuclear downstream effectors [18], offering the possibility to selectively impair the cytoplasmic branch of the pathway without affecting the nuclear branch. The nuclear actions of ERK are focused more on controlling cell proliferation, whereas the cytoplasmic branch––especially through RSK––is more involved in the control of the cytoskeleton and the acquisition of metastatic properties [30]. Therefore, an appealing possibility would be to target critical drivers of the most serious manifestations of the disease without triggering resistance and with minimal secondary effects.

Our results in ATC-derived cell lines reveal that DEL-22379 displays a unique behavior not previously documented. Loss of ERK dimerization in BRAF-mutant cells elicited by the inhibitor was accompanied by a decrease in MEK and ERK phosphorylation, which would impact every process controlled by ERK. By contrast, DEL-22379 failed to impair ERK dimerization in RAS-mutant thyroid cells. This was not observed in melanoma-, CRC- or HCC-derived cell lines with RAS mutations [18]. We do not have an explanation for these discrepancies. Both BRAF and RAS mutations can promote thyroid tumorigenesis, but endow the cells with different characteristics. BRAF mutations confer stronger activation of ERK signaling, whereas RAS mutations provide oncogenic potential by constitutively activating other signaling pathways that are also related to tumor development. The gene expression and DNA methylation profiles of BRAF- and RAS-driven thyroid tumors are distinct [10], indicating that different sets of proteins are likely associated with BRAF- or RAS-driven tumors. Accordingly, if side-actions of DEL-22379 promote inactivation of one or more of the differentially-expressed proteins upstream from ERK, pathway activation could differ depending on the oncogene-associated transcriptional landscape.

In contrast to our observations in thyroid cells, no inhibition of ERK phosphorylation upon DEL-22379 pre-treatment was observed in non-thyroid cells (Additional File 3B). This could be due to the transcriptional landscape of the different cell types, although a change in the conformation and behavior of the drug associated with the metabolism of thyroid cells cannot be discarded.

Given the lack of an inhibitory effect of the drug on ERK activation in RAS-mutant ATC cells, we did not expect a therapeutic response in vitro or in vivo. However, DEL-22379 treatment of RAS-mutant cells––even at low doses––promoted changes in fibronectin expression, cell spreading and adhesion, and in in vivo tumor growth and dissemination. We believe that the most likely explanation for this is that the drug also targets the activation of other proteins in the same or different signaling pathways. Although Herrero et al. demonstrated that the specificity of the drug is high when used at a concentration of 1 µM, with only six kinases showing > 50% inhibition, the partial inhibition or activation of many other kinases was evident [18], which might explain why the drug affected different cellular processes in RAS-mutant cells in the absence of ERK inactivation. Furthermore, an effect of DEL-22379 on the tumor-associated stroma might be responsible for the delay in tumor growth and metastatic dissemination observed in mice.

While our findings have important implications for defining the mechanism of action of the molecule, it could still be of benefit as a therapy for advanced thyroid carcinomas that do not respond to conventional therapy. A completely specific inhibitor is probably unrealistic. Similar domains are shared by many proteins and kinase activity is an evolutionary success story that has been repeated in many proteins [31]. Indeed, inhibitors that were initially thought to be target-specific, such as the BRAF inhibitor sorafenib, were later found to exert their therapeutic effects through the inactivation of other proteins [32]. On the plus side, however, there was no evident toxicity in our mouse model, which is a major concern for the use of small kinase inhibitors whose administration is often discontinued in some patients or leads to treatment-associated death on some occasions. This lack of toxicity of DEL-22379 in mice might pave the way for its use with other inhibitors or compounds in combinatorial treatments. Perhaps the most promising therapy for the treatment of advanced thyroid carcinomas is based on RAS-ERK inhibition to promote cellular redifferentiation, allowing standard treatment with radioiodine [13]. Unfortunately, we did not observe a redifferentiation effect of DEL-22379 or U0126 in human tumor-derived cell lines (Additional File 10), likely precluding the use of this compound to improve radioiodine uptake.

We included samples from cells treated with the MEK inhibitor U0126 as a control for complete ERK inactivation. Although this was not the focus of the study, the use of U0126 yielded some results that are worthy of comment. Several characteristics of the ATC cells associated with an aggressive phenotype, such as expression of mesenchymal markers or cell adhesion, were increased upon MEK inhibition. The expression of important inductors of epithelial–mesenchymal transition (EMT) such as *SNAI1/2* and mesenchymal markers such as FN1 was greatly induced when ERK activation was impaired. We do not know what would be the consequences of the acquisition of a partial mesenchymal phenotype in thyroid tumor cells. According to data from The Cancer Genome Atlas (http://gepia.cancer-pku.cn/detail.php?gene=fn1), thyroid carcinomas present the highest expression of *FN1* among human carcinomas. We found that MEK inhibition further increased FN1 expression. If this benefits the tumor cell, it could represent a mechanism of resistance to the inhibition of this important signaling pathway and raises the question of whether fibronectin could represent a good therapeutic target.

These observations underscore the differential effects of the driver mutation in the different cell lines in terms of response to growth factors and subsequent signaling activation. Our findings also provide evidence of the importance of careful characterization of drugs with an intended therapeutic purpose by using cell lines that represent different types of the disease––in this case, ATC with RAS or BRAF mutations.

## Conclusions

The response of ATC-derived tumor cells to the ERK dimerization inhibitor DEL-22379 appears to depend on the driver oncogene. The mechanism of action of the drug in thyroid tumor cells differs from previous observations, impairing upstream activation of the pathway in BRAF-mutant cells, but with no effect in RAS-mutant cells. Nevertheless*,* the drug provides therapeutic benefit in delaying tumor growth and metastatic dissemination in both cell types, albeit with greater potency in BRAF-mutant cells.

## Supplementary Information

Below is the link to the electronic supplementary material.

Additional file 1. Add. Table 1.doc. List of primers. Primers used in this work, showing the target gene, sequence and orientation

Additional file 2. Add. Figure 1.ppt. Additional material on ERK dimerization. A. Native western blots showing an EGF dose-response assay in 8505c and CAL62 cells. ERK2 was detected to show monomer (m) and dimer (d) accumulation. B. Native western blots showing a DEL-22379 dose-response assay in 8505c and CAL62 cells. After pretreatment with DEL-22379, 10 ng/ml EGF was added and ERK2 expression was detected to show the monomeric (m) and dimeric (d) fractions

Additional file 3. Figure 2.ppt. DEL-22379 effects on ERK dimerization-deficient mutant. ERK dimerization in non-thyroid cell lines. A. Western blot assay showing ERK phosphorylation in 8505c cells transfected with backbone vector (pCEFL), HA-ERK2WT and HA-ERK2HL, then treated with 100 ng/ml EGF after pre-treatment with vehicle (DMSO), 10 µM DEL-22379 or 10 µM U0126 B. Native- (upper panel) and SDS- (lower panels) PAGE western blots showing the effects of DEL-22379 and U0126 on ERK dimerization and phosphorylation in HEK293T and A375P cell lines. For ERK2 protein analysis, the upper band in the gels corresponds to the monomeric (m) form and the lower band to the dimeric (d) form

Additional file 5. Add. Figure 3.ppt. pERK regulation by DEL22379 and U0126. Western blot of 8505c and OCUT2 cells showing ERK phosphorylation state upon EGF (100 ng/ml) or 10% FBS treatment for 5 min in the presence of 10 µM DEL-22379 (D) or U0126 (U0)

Additional file 6. Add. Figure 4.ppt. Analysis of RNA sequencing. ALL PANELS. DEL-22379 1 µM (D1) and 10 µM (D10) A. Principal component analysis of individual samples. B. Sample-to-sample heatmap. C. Table showing the number of under/overexpressed genes with p adjusted value <0.01 and shrunken log Fold Change >1.5 or <-1.5. D and E. Venn diagrams showing the number of overlapping under (D) and overexpressed (E) genes among treatments and cell lines. F and G. Gene enrichment analysis of differentially expressed genes in 8505c (F) and CAL62 (G) cells

Additional file 7. Table 2.xlsx. List of differentially expressed genes. Complete list of differentially-expressed genes used in Additional file 7 D–G. Genes were filtered by p adjusted value <0.01 and shrunken log Fold Change >1.5 or <-1.5, except for genes regulated by DEL-22379 at 1 µM, where a less restrictive criterion was used. Names of genes in blue and red were, respectively, found under and overexpressed

Additional file 8. Add. Figure 5.ppt. Ki67 IHCs of tumor mice. Representative immunohistochemistry image of primary tumors stained for Ki67 from each mouse

Additional file 9. Add. Figure 6.ppt. pERK IHCs of tumor mice. Representative immunohistochemistry image of primary tumors stained for pERK from each mouse

Additional file 10. Add. Figure 7. ppt. DEL-22379 effects on cellular differentiation. mRNA levels of SLC5A5 after 48 h in the presence of 10% FBS plus 1 µM (D1), 5 µM (D5) or 10 µM (D10) DEL-22379, 10 µM U0126 or vehicle (DMSO), estimated by RT-qPCR. Results are expressed as mean (SD) of 1 experiment performed by triplicate. A. BRAF-mutant cells. B. RAS-mutant cells. C. BRAF-mutant cells including MDCK-hNIS as a positive control for SLC5A5 expression

Additional file 4. Migration.avi. Time-lapse wound healing assay. A representative video from each condition in Fig.3D is shown. (AVI 7020 KB)

Supplementary file11 (AVI 6766 KB)

Supplementary file12 (AVI 8712 KB)

Supplementary file13 (AVI 7132 KB)

Supplementary file14 (AVI 11810 KB)

Supplementary file15 (AVI 13314 KB)

Supplementary file16 (AVI 11966 KB)

Supplementary file17 (AVI 11773 KB)

Supplementary file18 (AVI 5061 KB)

Supplementary file19 (AVI 5041 KB)

Supplementary file20 (AVI 5705 KB)

Supplementary file21 (AVI 4381 KB)

Supplementary file22 (AVI 3942 KB)

Supplementary file23 (AVI 3913 KB)

Supplementary file24 (AVI 4584 KB)

Supplementary file25 (AVI 4095 KB)

## Data Availability

RNA-seq data are available in GSE190711. The datasets supporting the conclusions of this article are included within the article and its additional files and are available from the corresponding author on reasonable request.

## Abbreviations

PTC: Papillary thyroid carcinoma
FTC: Follicular thyroid carcinoma
WDTC: Well-differentiated thyroid carcinomas
ATC: Anaplastic thyroid carcinoma
PDTC: Poorly differentiated thyroid carcinoma
DMEM: Dulbecco’s Modified Eagle’s Medium
FBS: Fetal bovine serum
EGF: Epidermal growth factor
BSA: Bovine serum albumin
PFA: Paraformaldehyde
DAPI: 4′,6-Diamidino-2-phenylindole
HCC: Hepatocellular carcinoma
CRC: Colorectal carcinoma
FAs: Focal adhesions
EMT: Epithelial-mesenchymal transition

# Supplementary material for: Inhibiting ERK dimerization ameliorates BRAF-driven anaplastic thyroid cancer
**Source:** Cell Mol Life Sci. 2022 Sep 3;79(9):504. doi: 10.1007/s00018-022-04530-9
**Supplement:** Supplementary file 1 — Additional file 1. Add. Table 1.doc. List of primers. Primers used in this work, showing the target gene, sequence and orientation

Additional file 1. Table S1

GENE_ORIENTATION	SEQUENCE
FOS_Fwd	5'-TGTGAAGACCATGACAGGAGG-3'
FOS_Rv	5'-TTGGTCTGTCTCCGCTTGG-3'
JUN_Fwd	5'-GCGGACCTTATGGCTACAGT-3'
JUN_Rv	5'- CCCGTTGCTGGACTGGATTA-3'
EGR1_Fwd	5'-TGACCGCAGAGTCTTTTCCTG-3'
EGR1_Rv	5'-GGTCATGCTCACTAGGCCAC-3'
SNAI1_Fwd	5'- GCCTAGCGAGTGGTTCTTCT-3'
SNAI1_Rv	5'-GCCAGGACAGAGTCCCAGAT-3'
SNAI2_Fwd	5'- TTCCAGACCCTGGTTGCTTC-3'
SNAI2_Rv	5'-ATTGCGTCACTCAGTGTGCT-3'
ZEB1_Fwd	5'-CAGAGGATGACCTGCCAACA-3'
ZEB1_Rv	5'-CTCGCATTTCATCATCTTTTACTGT-3'
FN1_Fwd	5'-TGCAAGCCCATAGCTGAGAA-3'
FN1_Rv	5'-AGATGCACTGGAGCAGGTTT-3'
VIM_Fwd	5'-AAGGCGAGGAGAGCAGGATTT-3'
VIM_Rv	5'-CGTGATGCTGAGAAGTTTCGT -3'
CDH2_Fwd	5'-TGTGGACAGGATTGTGGGTG-3'
CDH2_Rv	5'-GGCTCAAGTCATAGTCCTGGT-3'
CTNNB1_Fwd	5'-GCCATTTTAAGCCTCTCGGTC-3'
CTNNB1_Rv	5'-CATCAAATCAGCTTGAGTAGCC-3'
TBP_Fwd	5'-GCAAGGGTTTCTGGTTTGCC-3'
TBP_Rv	5'-GGGTCAGTCCAGTGCCATAA-3'
SLC5A5_Fwd	5'-CTCATCCTGAACCAAGTGAC-3'
SLC5A5_Rv	5'-GAACACATCAGTCCAGACCA-3'

How the deposited data were processed for this re-analysis (not part of the article)

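RNA of 8505c and CAL62 cells was measured by RNA-seq after 4 treatments with 2 replicates each, or 16 libraries. The signal values were made by the authors, who divided the gene counts of each library by 1 size factor and rounded them to 2 decimals before they were deposited, as the file's title and its values show. The study's supplementary table of called genes has the columns of DESeq2, from a fit of all 16 libraries. The labels give the genome build GRCh38. Aligner, counter and annotation are not given in the sources used here, and the paper's methods for RNA-seq stop at the sequence reads. Low values of each library were whole multiples of 1 step, and division by that step gave whole reads within 0.02 reads for 100% of values under 200, the ones checked. In 1 library, 8505c with 1 µM DEL-22379 replicate 1, the step was too near 1 to be told from rounding.

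Genes with at least 10 normalized counts in at least 2 libraries were kept, 19127 of 60715. Their values were transformed to log2 with a pseudocount of 1 and fitted in limma 3.58.1 (R 4.3.3) with 1 mean per group of cell line and treatment, trended and robust variance moderation, 8 residual degrees of freedom and 2.98 to 4.48 prior degrees of freedom. Each treatment was compared with DMSO in the same cell line, in 6 comparisons, and the difference between the cell lines in the response to each treatment was tested as an interaction. P-values were adjusted by the Benjamini-Hochberg method over all genes in each comparison. The 30 gene lists were fixed before the data were examined, but after the study's themes and its table of called genes had been read. That table comes from these same libraries, so the lists are not independent of it. They were tested with camera in each comparison and adjusted over the lists, 180 tests for the comparisons with DMSO. The lists cover the themes the study names, stress and ligand-activated responses, RNA classes and markers of other cell types. Named genes were chosen by a rule written before the data were examined, when the study's tables had been seen. The rule took the 10 largest rises and 10 largest falls per comparison among called protein-coding genes with a mean of at least 50 in the higher group, or the 10 with the smallest p where too few passed. It also took the 4 members of each list with the smallest p and the genes the paper names. Outside this rule, the text names ABCA1, CCND1, HMGA2, INSIG1, HMGCS1 and SPRY4 in 8505c cells, CXCL8, ESM1, FAT4, MCM6, PCNA, S1PR1, SPARC, SPRY4 and TMEM158 in CAL62 cells, CDC45 for the difference between lines and DUSP6 and SPRY4 in a plot, chosen after their values were seen in at least 1 comparison.

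Recovered reads were also tested with edgeR 4.0.16, on the genes kept, and with DESeq2 1.42.0, on all genes with a read. Principal components used the 500 most variable genes. Correlations of fold changes that share DMSO libraries were compared with 20 simulations without any effect. Each gene had 1 spread for all groups in them, so they do not follow a group whose replicates lie further apart. On simulated data with 2 libraries per group, limma called 78% to 94% of genes changed by 2 or 3 on the log2 scale and 6 unchanged genes. The changed genes had a mean of at least 50, and replicates were drawn without pairing. These rates therefore do not cover genes of lower counts or paired libraries. Recovered reads per library were 25683055 to 43855907, and the precision of each value is set mainly by the 2 replicates per group. A total of 31 alternative settings was fixed before the data were examined. They cover the pseudocount, the filter, the scaling, the libraries in the fit, a replicate block, the test, the number of genes in the principal components, the correlation in camera and leaving out each library. Fits with only replicate 1 or only replicate 2 of CAL62 were added after the data were seen. In fits without 1 library, the lone library of its group was assumed to vary like the others. Deviations of same-numbered libraries from their group means correlated across genes with 0.22 to 0.50 in all 6 pairs of CAL62 groups. CAL62 libraries of 1 number thus appear paired, from these values and not from the labels. The main fit has no term for this pairing, so its CAL62 counts, standard errors and p-values leave it out. In the 6 pairs of 8505c groups the correlations were 0.09 to 0.12 over all genes tested and 0.21 to 0.36 over genes with a mean over 100, so that pairing there depends on the genes taken. Values from the fit with the replicate number as a block stand beside results of both lines where the block changes a call or moves a count over 1.5 times.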

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

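The correlation between CAL62 groups was the test chosen after its result was seen. Immediate-early transcription factors rose in CAL62 cells with 10 µM DEL-22379, a group of genes with a difference between the cell lines. A single library is argued against, as at least 16 of 20 members rose in every fit without 1 of the 4 libraries, the fewest without CAL62 DMSO replicate 1. Members also differed between the replicate numbers of CAL62 cells, by a median of 0.73 and by over 1 log2 unit for 8 of 20, all higher in replicate 2, and 20 rose with the replicate number as a block. A trend with GC content and gene length is argued against, since the median was 2.57 once it was removed and 2.63 before. The dose remains open as a biological explanation. At that dose and time, the paper found lower viability only in its RAS-mutant cells, CAL62 among them. Whether the rise goes with lost viability or with ERK signalling cannot be told from these libraries. At 1 µM DEL-22379, 0 of the 20 members rose against DMSO, and 17 were higher at 10 than at 1 µM, in a contrast that uses the same 10 µM libraries and so adds little to the rise itself.

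Targets of the aryl hydrocarbon receptor (AHR) rose in 8505c cells with U0126. At least 5 of 9 members rose in every fit without 1 of the 4 libraries, 5 without either DMSO library or U0126 replicate 2 and 6 without U0126 replicate 1, which argues against 1 library as the cause. The median was 1.94 once the trend with GC content and gene length was removed and 1.90 before, which argues against that trend. An effect of U0126 that DEL-22379 at the same concentration does not share remains open as a hypothesis, as 7 of the 9 members were higher with U0126, in a contrast that uses the same U0126 libraries.

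CAL62 libraries split by replicate number, with 215 genes over 1 log2 unit apart (205 higher in replicate 2 and 10 in replicate 1). RNA of 8505c cells is argued against, as 50 abundant genes of those cells allow at most 0.0806% of it in any CAL62 library and the split genes would need a median of 147%. GC content and gene length held 1.97% of the variance of the split. Deviations from the group means correlated across genes between CAL62 groups with at least 0.22, which is consistent with a culture, day or library batch shared by the libraries of 1 number. No biological explanation of the split was tested.

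Differences between the cell lines, CAL62 less 8505c, passed both thresholds for 476 genes with 10 µM DEL-22379 and for 306 with U0126. At 10 µM DEL-22379, the log2 difference was 8.496 for IL1RL1, 7.01 for CXCL8, 5.98 for TNF, 5.65 for FOS, 5.01 for EGR1, 2.04 for VIM, 2.57 for JUN, 3.38 for DUSP5 and 2.95 for SPRY4. It was -7.41 for KIT and -5.55 for OLR1. OLR1 had 0 counts in the 4 CAL62 libraries compared, so its value is the change in 8505c cells alone, and edgeR and DESeq2 did not call it. With U0126 it was -2.14 for HMGCS1, -2.45 for CDC45, -7.87 for ALPP, 5.18 for HSD17B2, -2.17 for MKI67 and 3.06 for FN1. HSD17B2 had 0 counts in the 4 CAL62 libraries compared, where a fall cannot be seen, so its value is the change in 8505c cells alone, and edgeR and DESeq2 did not call it. ALPP had at most 4.01 normalized counts in those libraries. ALPP may share reads with ALPG. In all, 63 of the 476 and 26 of the 306 genes stayed under 10 normalized counts in 1 of the lines. MKI67 had an adjusted p of 0.0783 and 0.0943 without 8505c DMSO replicate 1 and replicate 2, 0.0885 and 0.0853 without 8505c U0126 replicate 1 and replicate 2, and 0.107 and 0.107 without CAL62 DMSO replicate 1 and CAL62 U0126 replicate 2. FN1 had 0.0925 and 0.0923, 0.107 and 0.0811, and 0.08 and 0.0729 without the same libraries, and 0.106 without CAL62 U0126 replicate 1.

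Gene lists with a camera call between the cell lines at the preset correlation follow, each with its members higher and lower in CAL62 cells at an adjusted p under 0.05, and the list's adjusted p with an estimated correlation, at which none of these calls held. At 1 µM DEL-22379, median log2 differences were 0.50 for AHR target genes (0 and 0 of 9, 0.262), -0.46 for cholesterol synthesis and uptake (0 and 0 of 25, 0.904), 0.70 for cytokines and inflammatory mediators (0 and 0 of 24, 0.203), 0.59 for ERK pathway output and feedback (0 and 0 of 25, 0.125), -0.13 for fatty acid synthesis (0 and 0 of 19, 0.904) and -0.13 for G1/S genes (0 and 0 of 41, 0.998), and with the replicate block the AHR call ended (adjusted p = 0.0773). At 10 µM they were 1.38 for cytokines and inflammatory mediators (9 and 0 of 24, 0.28), 0.47 for cytosolic ribosomal protein genes (3 and 0 of 69, 0.759), -0.37 for DNA damage response and repair (1 and 4 of 42, 0.861), 1.85 for ERK pathway output and feedback (14 and 1 of 25, 0.104), -0.55 for G1/S genes (0 and 9 of 41, 0.759), -0.50 for G2/M genes (0 and 1 of 50, 0.861), 2.92 for immediate-early transcription factors (12 and 0 of 20, 0.28) and 0.42 for p53 target genes (6 and 0 of 23, 0.44). With U0126 they were 0.60 for actin cytoskeleton and YAP/SRF targets (3 and 0 of 25, 0.21), -0.80 for AHR target genes (0 and 2 of 9, 0.21), -1.47 for cholesterol synthesis and uptake (0 and 16 of 25, 0.216), 0.16 for cytosolic ribosomal protein genes (0 and 0 of 69, 0.919), -1.21 for DNA damage response and repair (0 and 27 of 42, 0.21), -0.57 for fatty acid synthesis (0 and 4 of 19, 0.361), -1.66 for G1/S genes (0 and 35 of 41, 0.21), -1.71 for G2/M genes (0 and 31 of 50, 0.334), 0.39 for mitochondrially encoded genes (0 and 0 of 13, 0.774), -0.61 for NRF2 target genes (0 and 4 of 21, 0.361) and -0.97 for tubulin genes (0 and 2 of 12, 0.21).

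Groups of genes outside those the paper discusses had a camera call against DMSO at the preset correlation. Their lists too were written after the study's called genes had been read. Each group follows with its members risen and fallen and, last, its adjusted p with an estimated correlation. At the estimated correlation, the calls of AHR target genes alone held. Median log2 fold changes in 8505c cells were -0.63 for AHR target genes (0 and 0 of 9, 0.0397) and -0.13 for integrated stress and unfolded protein response (0 and 0 of 28, 0.435) with 1 µM DEL-22379. For the integrated stress and unfolded protein response that call was lost without 8505c DMSO replicate 1 and replicate 2 (adjusted p = 0.239 and 0.0762), without 8505c DEL-22379 1 µM replicate 1 (0.641), without either 8505c library with 10 µM DEL-22379 (0.057) and with quantile normalization (0.0562). At 10 µM DEL-22379 medians were -0.36 for actin cytoskeleton and YAP/SRF targets (1 and 6 of 25, 0.572), -0.45 for cytosolic ribosomal protein genes (0 and 4 of 69, 0.802) and 0.47 for NRF2 target genes (5 and 0 of 21, 0.572). With U0126 they were 1.90 for AHR target genes (6 and 0 of 9, 0.0138), -0.38 for integrated stress and unfolded protein response (1 and 6 of 28, 0.269), 1.05 for interferon-stimulated genes (9 and 0 of 37, 0.612), -0.26 for mitochondrially encoded genes (0 and 0 of 13, 0.846), 1.04 for NRF2 target genes (10 and 0 of 21, 0.269) and 2.21 for fibroblast markers (4 and 0 of 9, 0.269). In CAL62 cells the median was 1.45 for replication-dependent histone genes (3 and 0 of 22, 0.827) with 10 µM DEL-22379, and with U0126 medians were 0.68 for actin cytoskeleton and YAP/SRF targets (14 and 0 of 25, 0.268), -0.45 for heat shock response (2 and 7 of 18, 0.873), -0.28 for integrated stress and unfolded protein response (1 and 9 of 28, 0.359) and 1.35 for interferon-stimulated genes (14 and 0 of 37, 0.842).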

How the results depend on the processing

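Settings were fixed before the data were examined, except fits with only replicate 1 or only replicate 2 of CAL62, chosen after seeing the data. No correlation reversed in any setting, and of 258 named gene results 0 reversed. Counts and the share of variance have no sign, so they could not reverse. Which of same-direction and opposite calls was more frequent in CAL62 cells did change without CAL62 DMSO replicate 1, and also without CAL62 U0126 10 µM replicate 2. With pseudocount 0.5 and with equal totals, all 18 main results stayed within 1.5 times their value or within replicate spread. Where values below differ from the main result, the cause was not tested, except that fits on fewer libraries have fewer residual degrees of freedom. The share of variance on the first principal component was 87.8% with the 2000 most variable genes and 71.5% with all genes past the filter. Genes called with 1 µM DEL-22379 in 8505c cells numbered 5 with pseudocount 8, 4 with no filter, 1 with quantile normalization, 2 with one cell line alone, 2 with edgeR and 7 with DESeq2, shrunken (7) or not. DESeq2 called 390 genes in 8505c cells with 10 µM DEL-22379 (365 shrunken), shared 182 of them with U0126 in the same direction (175 shrunken) and called 502 differences between lines for U0126. Correlations between lines with DESeq2 were 0.12 for 10 µM DEL-22379 and 0.18 for U0126, and that for U0126 was 0.33 with edgeR, 0.31 with no filter and 0.53 with the stricter filter. DESeq2 was run on all genes with a read, without the filter, so its correlations differ from the main ones in the genes taken as well as in the test. The stricter filter, which tests fewer genes, left 145 genes in 8505c cells with 10 µM DEL-22379, 235 with U0126 and 71 shared, and 648 in CAL62 cells with 10 µM DEL-22379. With pseudocount 8, 476 differences between lines for U0126 were called. With one cell line alone, 8505c cells had 501 genes with 10 µM DEL-22379, 673 with U0126, 242 in the same and 1 in the opposite direction, and CAL62 cells had 508, 356, 18 and 15. With only the 4 libraries compared, CAL62 cells had 0 genes with 10 µM DEL-22379 and 0 with U0126 by limma, and so 0 in the same and 0 in opposite directions. With only replicate 1 of CAL62, 11 genes were called with 1 µM DEL-22379, 1558 with U0126 and 313 in the same direction with both, and with only replicate 2 there were 1 and 570. Of 49 calls of gene lists by camera, 4 held with an estimated correlation, 49 held with equal totals and 40 with quantile normalization.

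With the replicate block as a term, 480 genes in 8505c cells with 10 µM DEL-22379, 600 with U0126 and 199 in the same direction were called, 158 in the same direction in CAL62 cells, and 837 and 543 differences between lines for 10 µM DEL-22379 and U0126. In CAL62 cells against DMSO, the block ended the camera call of the heat shock response with U0126 (0.12) and added calls of NRF2 target genes (0.0275) and p53 target genes (0.0218) with 10 µM DEL-22379, of replication-dependent histone genes with U0126 (0.043), and of mitochondrially encoded genes (0.0379) and structural matrix genes (0.0379) with 1 µM DEL-22379. It added a call of VIM with U0126 (adjusted p = 0.0157), ended that of AHR target genes between the lines with 1 µM DEL-22379 (0.0773) and changed no other call of a named gene or list in CAL62 cells against DMSO or between the lines. In 8505c cells it ended the camera call of immediate-early transcription factors with U0126 (0.0694) and the call of CXCL1 with 10 µM DEL-22379 (0.0567). It added calls of G2/M genes with 1 and 10 µM DEL-22379 (0.0275 and 0.0332), of replication-dependent histone genes (0.00733) and MT-ND3 (0.0203) with 10 µM DEL-22379, of PAX8 with 1 µM DEL-22379 (0.016) and of FOS with U0126 (0.00255).

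Without each library in turn, genes called ranged from 0 to 1 (without 8505c DMSO replicate 2) with 1 µM DEL-22379 in 8505c cells, from 49 to 283 with 10 µM, from 109 to 437 with U0126, from 656 to 1419 with 10 µM in CAL62 cells and from 446 to 1641 with U0126. Differences between lines ranged from 0 to 1 (without 8505c DMSO replicate 2) with 1 µM DEL-22379, from 217 to 615 with 10 µM and from 67 to 488 with U0126. Genes called in the same direction ranged from 27 to 133 in 8505c and from 26 to 327 in CAL62 cells, and in opposite directions in CAL62 cells from 32 to 70. The correlation of both treatments ranged from 0.53 to 0.67 in 8505c and from 0.10 to 0.46 in CAL62 cells. Gene lists turned direction in some of these fits, by camera. For cholesterol synthesis and uptake in CAL62 cells with 1 µM DEL-22379, the adjusted p ranged from 5.55e-06 (without CAL62 DMSO replicate 1) to 0.819 over the fits, and after a turn it was 0.819 without CAL62 DMSO replicate 2. For DNA damage response and repair in CAL62 cells with 1 µM DEL-22379, the adjusted p ranged from 1.96e-05 (without CAL62 DEL-22379 1 µM replicate 1) to 0.772 over the fits, and after a turn it was 3.21e-04 without CAL62 DMSO replicate 1 and 7.59e-04 without CAL62 DEL-22379 1 µM replicate 2. For G1/S genes in CAL62 cells with 1 µM DEL-22379, the adjusted p ranged from 3.78e-08 (without CAL62 DEL-22379 1 µM replicate 1) to 0.752 over the fits, and after a turn it was 3.78e-05 without CAL62 DMSO replicate 1 and 2.60e-05 without CAL62 DEL-22379 1 µM replicate 2. For G2/M genes in CAL62 cells with 1 µM DEL-22379, the adjusted p ranged from 6.42e-13 (without CAL62 DMSO replicate 1) to 0.53 over the fits, and after a turn it was 8.86e-09 without CAL62 DEL-22379 1 µM replicate 1 and 3.46e-07 without CAL62 DMSO replicate 2. For interferon-stimulated genes in CAL62 cells with 1 µM DEL-22379, the adjusted p ranged from 5.72e-10 (without CAL62 DEL-22379 1 µM replicate 1) to 0.436 over the fits, and after a turn it was 3.21e-04 without CAL62 DMSO replicate 1 and 8.31e-05 without CAL62 DEL-22379 1 µM replicate 2. For replication-dependent histone genes in CAL62 cells with 1 µM DEL-22379, the adjusted p ranged from 0.00354 (without CAL62 DEL-22379 1 µM replicate 1) to 0.995 over the fits, and after a turn it was 0.0047 without CAL62 DMSO replicate 1 and 0.00469 without CAL62 DEL-22379 1 µM replicate 2. For cytosolic ribosomal protein genes in CAL62 cells with 10 µM DEL-22379, the adjusted p ranged from 1.07e-09 (without CAL62 DEL-22379 10 µM replicate 1) to 0.75 over the fits, and after a turn it was 2.27e-06 without CAL62 DEL-22379 10 µM replicate 2 and 9.90e-05 with only replicate 1 of CAL62. The fold change of a gene with 0 reads in both libraries of 1 group has no limit at this depth on the side of its change, below for a fall to 0 and above for a rise from 0.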

Differences from the paper's values

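The paper states 8 genes past its thresholds in 8505c cells with 1 µM DEL-22379, and limma called 0 here, with 740 at an unadjusted p under 0.05 (956 by chance) and 2 by edgeR. Of 28 alternatives set before the data were examined, 2 gave a value that did not differ, DESeq2 with and without shrunken fold changes (7 genes each), and 26 differed. In CAL62 cells the paper states 1 gene, and limma called 0 here, with 336 at an unadjusted p under 0.05 and 0 by edgeR and DESeq2, and all 28 alternatives differed. Of the genes in the paper's own tables for 1 µM DEL-22379, 7 in 8505c and 0 in CAL62 cells are past both stated thresholds, the counts that DESeq2 gave here. At an adjusted p under 0.1, the paper lists 50 genes in 8505c cells, and 3 passed here. That count did not differ in 4 of 28 settings (one cell line alone, replicate block, DESeq2, DESeq2 shrunken), where DESeq2 gave 51, and differed in 24. For CAL62 cells the paper lists 4 genes and 0 passed here, and 3 of 28 settings (DESeq2, DESeq2 shrunken, without CAL62 DEL-22379 1 µM replicate 2) did not differ, where DESeq2 gave 3, while 25 differed. All 50 and all 4 genes had the direction in the paper's lists.

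In the paper's table for 8505c cells with 10 µM DEL-22379, 241 overexpressed and 125 underexpressed genes are past the stated thresholds, against 154 and 82 here. For overexpressed genes 12 of 28 alternatives did not differ (pseudocount 8, equal totals, one cell line alone, replicate block, DESeq2, DESeq2, shrunken, without CAL62 DMSO replicate 1, without CAL62 DEL-22379 1 µM replicate 1, without CAL62 DEL-22379 10 µM replicate 1, without CAL62 DMSO replicate 2, without CAL62 DEL-22379 1 µM replicate 2, without CAL62 DEL-22379 10 µM replicate 2) and 16 did. For underexpressed genes 12 did not differ (pseudocount 8, quantile normalization, one cell line alone, only the 4 libraries compared, replicate block, edgeR, DESeq2, DESeq2, shrunken, without CAL62 DEL-22379 1 µM replicate 1, without CAL62 DEL-22379 10 µM replicate 1, without CAL62 DEL-22379 1 µM replicate 2, without CAL62 DEL-22379 10 µM replicate 2) and 16 did. The paper's tables list 509 genes there, 366 of them past both stated thresholds, and their highest adjusted p is 0.0494 where the stated threshold is 0.01. DESeq2 with shrunken fold changes, the measure of those thresholds, called nearly 366 genes here. The choice of method is thus enough to give the gap to limma. The table for CAL62 cells with U0126 was held here without 152 of its genes, so its count was not compared.

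Genes with 0 counts in a group have fitted fold changes that depend on the pseudocount and are no bound. The log2 fold change of TNFRSF6B in 8505c cells with 1 µM DEL-22379 was -7.54 in the paper's table and -5.00 here, which did not differ with 3 of 27 settings (pseudocount 0.5, edgeR, DESeq2) and differed with 24. For UTP14C in CAL62 cells with 1 µM DEL-22379 it was -45.53 in the paper's table and -1.90 here, and all 27 settings differed. In CAL62 cells with 10 µM DEL-22379, SCN2A had -7.93 in the paper's table and -5.58 here, CD4 had 8.32 in the paper's table and 5.92 here, and H3C8 had 6.77 in the paper's table and 4.49 here. Each of these did not differ with 3 of 27 settings (pseudocount 0.5, edgeR, DESeq2) and differed with 24. IL1RL1 had 6.10 in the paper's table and 4.595 here, which did not differ with 5 of 28 settings (pseudocount 0.5, edgeR, DESeq2, without CAL62 DEL-22379 10 µM replicate 1, without CAL62 DMSO replicate 2) and differed with 23. L1CAM had 3.49 in the paper's table and 4.63 here with 10 µM DEL-22379, which did not differ with 7 of 28 settings (pseudocount 8, one cell line alone, only the 4 libraries compared, edgeR, DESeq2, DESeq2, shrunken, without CAL62 DEL-22379 10 µM replicate 1) and differed with 21. With U0126 it had 2.60 in the paper's table and 3.77 here, which did not differ with 8 of 28 settings (pseudocount 8, quantile normalization, one cell line alone, only the 4 libraries compared, edgeR, DESeq2, DESeq2, shrunken, without CAL62 U0126 10 µM replicate 2) and differed with 20.

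The paper states that 10 µM DEL-22379 and U0126 act in opposite directions in CAL62 cells, where 84 genes were called in the same direction and 57 in opposite directions here (158 and 85 with the replicate number as a block, 26 and 32 without CAL62 DMSO replicate 1, 42 and 45 without CAL62 U0126 10 µM replicate 2, and 327 and 41 without CAL62 DMSO replicate 2). Of the 57, 40 fell with DEL-22379 and 17 rose, where independent calls would give 11.3 and 21.3, and of the 84, 34 rose and 50 fell, where they would give 15.6 and 15.4. Fold changes correlated with r of 0.21, against 0.50 in simulated treatments without effect. The shared controls set that simulated value, so an r below it does not tell opposite from unrelated responses. The covariance was 0.227, against 0.136 simulated with 1 spread per gene for all groups. The CAL62 DMSO replicates lay 125.9 log2 units apart, more than those of either treatment. The simulated value may thus be too low, and the excess does not decide direction. Both treatments lay on opposite sides of the first principal component of that line, which unrelated responses can also give, so it does not decide direction. Their libraries lay a mean of 196.7 log2 units apart. From DMSO the mean distance was 174.3 to 10 µM DEL-22379 and 156 to U0126. The paper associates genes overexpressed with DEL-22379 in CAL62 cells with the cell cycle and DNA processing, from enrichment among genes past its fold threshold. The lists here are preset and were counted without a fold minimum, an unlike measure. With 10 µM DEL-22379, 30 of 41 G1/S genes fell and 0 rose, and 13 of 50 G2/M genes fell and 1 rose. Of 42 genes of DNA damage response and repair, 20 fell and 1 rose. Replication-dependent histone genes had a median of 1.45, and CDKN1A rose. These lists do not settle the paper's association.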

Other observations

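With U0126 in 8505c cells, 6 of 9 AHR targets rose and 0 fell (adjusted p = 4.5e-06, and adjusted p = 0.0138 with an estimated correlation). CYP1B1, which metabolizes xenobiotics, had a log2 fold change of 5.32 (standard error 0.55, adjusted p = 1.3e-04). NRF2 targets of the antioxidant response numbered 21, of which 10 rose and 0 fell (13 and 1 adjusted over the list alone) with U0126 (adjusted p = 4.4e-06, and adjusted p = 0.269 with an estimated correlation). NQO1, a quinone reductase, had 1.90 (adjusted p = 1.7e-04). With 10 µM DEL-22379 in 8505c cells, 5 rose and 0 fell (10 and 0 adjusted over the list alone) (adjusted p = 0.0015, and adjusted p = 0.572 with an estimated correlation). Of 37 interferon-stimulated genes, 9 rose and 0 fell (17 and 1 adjusted over the list alone) with U0126 in 8505c cells (adjusted p = 4.6e-06, and adjusted p = 0.612 with an estimated correlation), and 14 rose and 0 fell (15 and 0 adjusted over the list alone) in CAL62 cells (adjusted p = 1.2e-04, and adjusted p = 0.842 with an estimated correlation). This list also differed between the replicate numbers of CAL62 cells, with a median of 0.66 higher in replicate 2.

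Cholesterol synthesis and uptake genes rose in CAL62 cells with 10 µM DEL-22379, where 20 rose and 1 fell (22 and 1 adjusted over the list alone) of 25 (adjusted p = 2.2e-08, and adjusted p = 0.59 with an estimated correlation), with HMGCS1 at 2.58 (adjusted p = 6.4e-05) and LSS at 1.79 (adjusted p = 1.0e-05). With U0126, 2 rose and 4 fell (2 and 3 adjusted over the list alone) (adjusted p = 0.36). Of 19 fatty acid synthesis genes in CAL62 cells, 4 rose and 2 fell (4 and 4 adjusted over the list alone) with 10 µM DEL-22379 and 3 rose and 5 fell (3 and 5 adjusted over the list alone) with U0126. Actin cytoskeleton and YAP/SRF targets rose in CAL62 cells with U0126, 14 of 25 with 0 falling (adjusted p = 2.0e-05, and adjusted p = 0.268 with an estimated correlation), and in 8505c cells with 10 µM DEL-22379 1 rose and 6 fell (1 and 10 adjusted over the list alone) (adjusted p = 0.0077, and adjusted p = 0.572 with an estimated correlation, and adjusted p = 0.142 with quantile normalization). Of 12 tubulin genes in CAL62 cells, 1 rose and 7 fell (2 and 7 adjusted over the list alone) with U0126 (adjusted p = 0.0656) and 3 rose and 1 fell (4 and 1 adjusted over the list alone) with 10 µM DEL-22379. Of 23 p53 targets, 8 rose and 3 fell (8 and 3 adjusted over the list alone) with 10 µM DEL-22379 in CAL62 cells (adjusted p = 0.071, and adjusted p = 0.0218 with the replicate block). Replication-dependent histone genes had a median of 1.45 there, where 3 rose and 0 fell (3 and 0 adjusted over the list alone) of 22 (adjusted p = 0.0053, and adjusted p = 0.827 with an estimated correlation). Without CAL62 DMSO replicate 1 this adjusted p was 0.171, and without CAL62 DEL-22379 10 µM replicate 2 it was 0.153. The histone genes differed between replicate numbers of CAL62 cells by a median of 1.30.

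Heat shock genes in CAL62 cells with U0126 had adjusted p = 0.0406 (2 rose and 7 fell (2 and 9 adjusted over the list alone) of 18), with adjusted p = 0.873 with an estimated correlation. That was 0.131 without CAL62 U0126 10 µM replicate 1, 0.0937 without CAL62 DMSO replicate 2, 0.0802 with quantile normalization and 0.12 with the replicate block. For the integrated stress and unfolded protein response, 1 rose and 9 fell (1 and 11 adjusted over the list alone) of 28 (adjusted p = 0.0121, and adjusted p = 0.359 with an estimated correlation), with 0.0837 without CAL62 U0126 10 µM replicate 1 and 0.0764 with quantile normalization. In 8505c cells with U0126, 1 rose and 6 fell (2 and 7 adjusted over the list alone) (adjusted p = 0.0054, and adjusted p = 0.269 with an estimated correlation). Cytosolic ribosomal protein genes numbered 69, of which 0 rose and 4 fell (0 and 36 adjusted over the list alone) in 8505c cells with 10 µM DEL-22379 (adjusted p = 4.4e-12, and adjusted p = 0.802 with an estimated correlation). Mitochondrially encoded genes had adjusted p = 0.0305 in 8505c cells with U0126, where 0 rose and 0 fell (0 and 0 adjusted over the list alone) of 13, with adjusted p = 0.846 with an estimated correlation. That was 0.483 without 8505c DMSO replicate 1, 0.226 without 8505c U0126 10 µM replicate 2 and 0.0626 with quantile normalization. Thyroid differentiation genes in CAL62 cells numbered 14, of which 4 rose and 0 fell (4 and 0 adjusted over the list alone) with 10 µM DEL-22379 (adjusted p = 0.45) and 3 rose and 0 fell (3 and 0 adjusted over the list alone) with U0126 (adjusted p = 0.175). Markers of blood and immune cells rose in 3 of 7 cases in CAL62 cells with 10 µM DEL-22379 and fell in 0 (adjusted p = 0.135), those of endothelial cells in 1 of 3 with 1 falling (adjusted p = 0.873), and those of neural and melanocytic cells in 2 of 7 with 0 falling (adjusted p = 0.17).

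The genes that the paper measured by RT-qPCR after 48 h numbered 12 in these libraries of 24 h, and as the study chose them they are not independent evidence. The paper's panels of early response and mesenchymal genes used 1 µM DEL-22379, while the list counts here are for 10 µM, an unlike dose. In CAL62 cells, 8 rose and 2 fell (8 and 3 adjusted over the list alone) with 10 µM DEL-22379 (adjusted p = 0.0231, and adjusted p = 0.59 with an estimated correlation) and 2 rose and 4 fell (4 and 4 adjusted over the list alone) with U0126 (adjusted p = 0.838). In 8505c cells, 0 rose and 3 fell (0 and 3 adjusted over the list alone) with 10 µM DEL-22379 (adjusted p = 0.0902) and 0 rose and 3 fell (0 and 4 adjusted over the list alone) with U0126 (adjusted p = 0.0311, and adjusted p = 0.289 with an estimated correlation). The last was 0.0936 without 8505c DMSO replicate 1, 0.0725 without 8505c U0126 10 µM replicate 2 and 0.0576 with quantile normalization. JUN, a partner of FOS, had a log2 fold change of 1.15 (adjusted p = 0.001) with 10 µM DEL-22379 in CAL62 cells. SNAI2, a repressor of CDH1, had -1.36 (adjusted p = 0.235) in 8505c cells, and FN1 had 0.79 (adjusted p = 0.374) in 8505c cells with U0126. By RT-qPCR after 48 h with U0126, the paper found FN1 raised in both lines.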
